# Global absolute quantification reveals tight regulation of protein expression in single *Xenopus* eggs

**DOI:** 10.1093/nar/gku661

**Published:** 2014-07-23

**Authors:** Arne H. Smits, Rik G.H. Lindeboom, Matteo Perino, Simon J. van Heeringen, Gert Jan C. Veenstra, Michiel Vermeulen

## Abstract

While recent developments in genomic sequencing technology have enabled comprehensive transcriptome analyses of single cells, single cell proteomics has thus far been restricted to targeted studies. Here, we perform global absolute protein quantification of fertilized *Xenopus laevis* eggs using mass spectrometry-based proteomics, quantifying over 5800 proteins in the largest single cell proteome characterized to date. Absolute protein amounts in single eggs are highly consistent, thus indicating a tight regulation of global protein abundance. Protein copy numbers in single eggs range from tens of thousands to ten trillion copies per cell. Comparison between the single-cell proteome and transcriptome reveal poor expression correlation. Finally, we identify 439 proteins that significantly change in abundance during early embryogenesis. Downregulated proteins include ribosomal proteins and upregulated proteins include basal transcription factors, among others. Many of these proteins do not show regulation at the transcript level. Altogether, our data reveal that the transcriptome is a poor indicator of the proteome and that protein levels are tightly controlled in *X. laevis* eggs.

## INTRODUCTION

Recent technological developments have enabled single cell studies at the level of genomics, transcriptomics, proteomics and metabolomics (1,2). For example, next generation sequencing technology allows unbiased and comprehensive sequencing of RNA from single cells (3–5). These pioneering studies have revealed cellular heterogeneity and stochastic gene expression at the single-cell level, which are overseen in analyses on cell populations. Such single cell variations can be caused by differences in cell-cycle phase, developmental stage, local signaling concentrations, transcriptional bursting or genetic alterations.

The first single-cell proteomics studies were performed using fluorescent reporter proteins. These studies all reported noise in the expression of the reporters (6–8). In a more recent pioneering study, a library of yeast strains containing over 2500 endogenously green fluorescent protein (GFP)-tagged proteins (9) was used to measure single-cell protein abundance of these genes. This study revealed that stochastic protein expression upon environmental changes is specific to particular gene classes (10). However, generating comprehensive libraries of endogenously tagged proteins is very labor intensive and impractical for higher eukaryotes. Recently, mass cytometry emerged as a novel technology to study the absolute abundance of proteins in single cells without the need to tag proteins but using endogenous antibodies to which heavy metals are coupled. This method currently allows quantifying up to 32 cellular proteins at the single-cell level in a single experiment (11,12). During the last decade, mass spectrometry-based proteomics emerged as a powerful tool to study the cellular proteome in an unbiased and comprehensive manner (13,14). The current state-of-the-art allows characterizing proteomes to substantial depth from as little as 10.000 mammalian somatic cells. Comprehensive mass spectrometry-based analyses of single mammalian cells is not yet feasible with current instrumentation and methods. Certain cells types, however, contain much more protein. Examples include oocytes or eggs which are several orders of magnitude larger than somatic cells.

For many years, *Xenopus embryos* have been used to study early vertebrate development, elucidating key principles of gene regulation, cellular signaling, patterning and morphogenesis (15). Sequencing and assembly of the *Xenopus tropicalis* genome revealed a very good synteny with the human genome and has allowed characterizing chromatin state and transcription factor binding associated with the maternal to zygotic transition, mesoderm induction and gastrulation (16–19). It also allowed to uncover embryonic transcriptome dynamics and identify patterns of transcript adenylation and deadenylation (20–22). Due to the less complete genome annotation of *Xenopus laevis*, genome-wide transcriptome analyses have been more difficult (23,24). Coincidently, single *X. laevis* eggs contain enough protein for global mass spectrometry-based proteomic analyses.

Developmental processes are known to be tightly controlled, but it is currently unknown to what extent stochastic gene expression plays a role from the beginning of embryogenesis. Here, we present a comprehensive absolute proteome of multiple fertilized *X. laevis* eggs and compare it to both single egg transcriptomes and single gastrula stage embryonic proteomes. The single egg and single gastrula proteomes are both tightly controlled, thus revealing a reduced role for stochastic effects at the beginning of vertebrate development. Developmental dynamics at the protein level are not reflected well by changes at the mRNA level, thus emphasizing the importance of using mass spectrometry-based proteomics to study early embryogenesis.

## MATERIALS AND METHODS

### Animal procedures

*X. laevis* embryos were obtained by *in vitro* fertilization of eggs from a single female, collected at the appropriate stage and snap-frozen in liquid nitrogen. Turned, uncleaved eggs were collected 60 min post-fertilization and gastrulating embryos were staged according to Nieuwkoop and Faber (25) and collected at stage 10.5. Briefly, 12–14 h before egg collections *X. laevis* females were injected with 700 u of human choriogonadotropin (Brevactid 1500 I.E., Ferring) and eggs were fertilized *in vitro*. Embryos were de-jellied in 2% cysteine hydrochloride (Sigma) pH8 in 0.25X measles, mumps and rubella. Fertilized eggs (stage 1 embryo, 60 min post-fertilization) and embryos (gastrula stage 10.5) were collected in an independent tube, snap-frozen in liquid nitrogen and stored at −80°C until further processing for protein or RNA isolation.

### Whole cell extract

Five fertilized egg and five embryos were used for proteome analysis. Each egg and embryo was thawed and homogenized in 15 μl ice-cold low-salt whole cell extract (WCE-LS) buffer (20 mM Tris-HCl pH8, 70 mM KCl, 1 mM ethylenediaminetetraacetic acid (EDTA), 10% glycerol, 5 mM DTT, 0.125% Nonidet P-40, 1 mM phenylmethylsulfonyl fluoride (PMSF), 1x complete EDTA-free protease inhibitor (Roche)). Homogenates were then centrifuged in an Eppendorf tabletop centrifuge at 4°C for 2 min at maximal speed. Supernatant was harvested, snap-frozen and stored at −80°C until mass spectrometry analysis.

### RNA isolation and sequencing

Five fertilized egg and five embryos were used for RNA sequencing. Samples from the same stage were processed in parallel to minimize technical variability. Total RNA was isolated using TRizol® Reagent (Ambion) and RNeasy Kit (Quiagen), and rRNA was depleted with Ribo-Zero™ rRNA Removal Kits (Epicentre). rRNA-depleted RNA was then heat-fragmented in 40 mM Tris-acetate, 100 mM potassium acetate and 30 mM magnesium acetate (pH8.2) and used for cDNA synthesis. First, cDNA strand was obtained from random examers primers using Superscript III (Invitrogen) followed by second strand synthesis using *Escherichia coli* DNA polymerase I (NEB), *E. coli* DNA ligase (NEB) and T4 DNA polymerase (Promega). Purified cDNA was used for strand-specific Illumina sample preparation. Briefly, cDNA was ligated with adapter sequences, size selected (300 bp) and amplified by polymerase chain reaction (PCR). Libraries were sequenced on HiSeq2000 (Illumina). For embryo 10.5 samples, purified cDNA was used for strand-specific Illumina sample preparation using Kapa Hyper Prep Kit, according to manufacturer protocol. To confer strand-specificity a USER enzyme (NEB) digestion step was performed prior to library amplification. Quality control for rRNA depletion, library fragment size and pre-sequencing PCR amplification linearity were carried out on a C1000 thermal cycler coupled with CFX96 Real-Time System reader (BioRad) using iQ SYBR Green Supermix (BioRad) and on an Agilent Bioanalyzer.

### RNA sequencing data analysis

The RNA-Seq experiments resulted in 42 bp single-end sequences that were mapped to the *X. laevis* genome (JGI 7.1) using gmap (26), allowing one mismatch and were stored in BAM files. BamTools API 1.0.2 (27) was used to sort and index the reads. Transcript abundance was calculated by quantifying the Reads Per Kilobase of transcript per Million reads mapped (RPKM value) using Cufflinks v2.1.1 (28). To compare the transcriptomes of the *X. laevis* eggs and embryos 10.5 with high confidence (Figure 4C and Supplementary Figure S3A), the RNA-Seq profiles were merged for each developmental stage using the BamTools API, followed by the removal of random sequences with SAMtools v0.1.18 (29) until the amount of mapped reads were similar.

**Figure 1.**
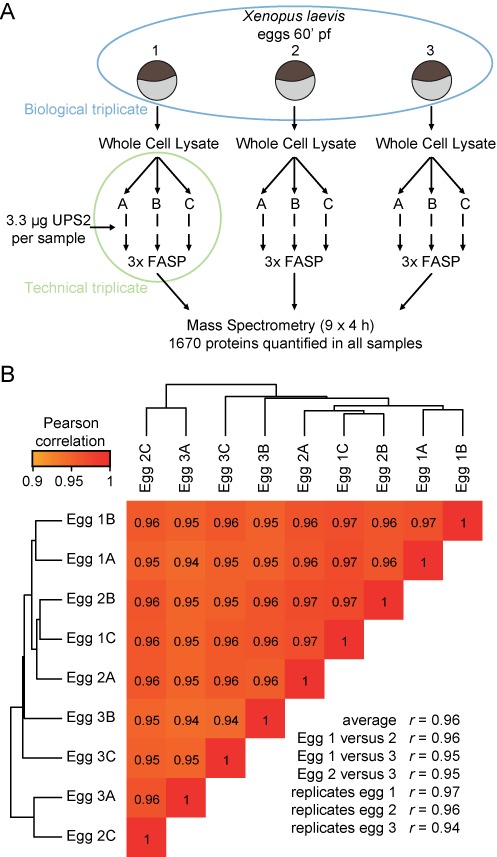
Tight regulation of the single-cell proteome in *X. laevis* eggs. (A) Overview of the workflow used to detect technical and biological variation in single cell proteomics. (B) Unsupervised correlation-based clustering of global proteomes mixes technical and biological replicates. See also Supplementary Tables S2 and S3.

**Figure 2.**
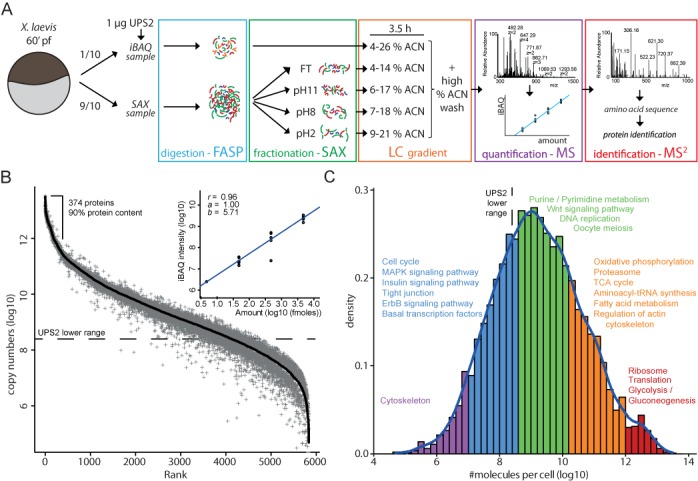
Absolute, deep proteome of individual *X. laevis* eggs. (A) Schematic representation of the workflow used to obtain an absolute, deep proteome. Both the number of fractions and their corresponding nanoLC gradients were optimized for the low amount of protein obtained from a single *X. leavis* egg. (B) The absolute abundance of all proteins in *X. leavis* eggs spans over seven orders of magnitude. The black line corresponds to the mean abundance and the gray plusses represent the standard deviation (five replicates). The dashed line indicates the lowest detected protein of the UPS2 spike-in (unique peptides >2) above which abundance can be accurately determined. The inset represents a typical linear regression curve of the measured iBAQ intensities and the known amounts of UPS2 standard. (C) Distribution of the protein copy numbers in *Xenopus* eggs. Arbitrary cut-offs define five abundance regions for which significant enriched GO terms (FDR < 0.0005) are plotted above these regions. Note the shoulder of high abundant proteins on the right side of the distribution. See also Supplementary Tables S2 and S4.

**Figure 3.**
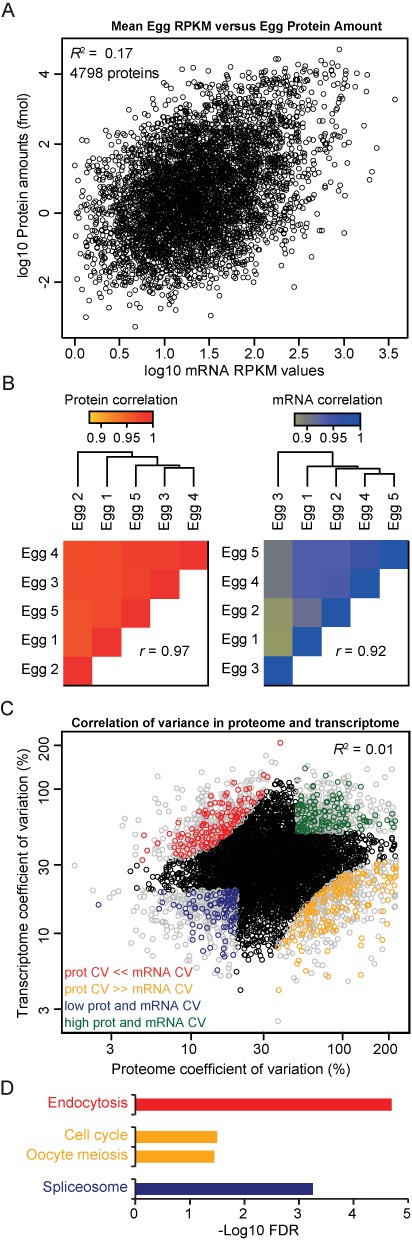
Comparison of single-cell proteomes and transcriptomes. (A) Scatterplot of the mean protein and mRNA levels for genes quantified in all individual proteomes and transcriptomes (4798 genes) reveals a poor correlation between protein and mRNA abundance. (B) Unsupervised correlation-based clustering of global proteomes (left panel) and transcriptomes (right panel) indicate tight regulation of global proteome and transcriptome. (C) Scatterplot of protein and mRNA CV (4798 genes) reveals a lack of correlation between protein and mRNA variation. Genes are colored that show similar mRNA and protein variation (green, high variation; blue, low variation) and that show differential mRNA and protein variation (red, low protein and high mRNA variation; orange, high protein and low mRNA variation). Genes outside these categories are in black. (D) Enriched GO terms for the gene groups as depicted in C. *Y*-axis represents the –log FDR. See also Supplementary Table S4.

**Figure 4.**
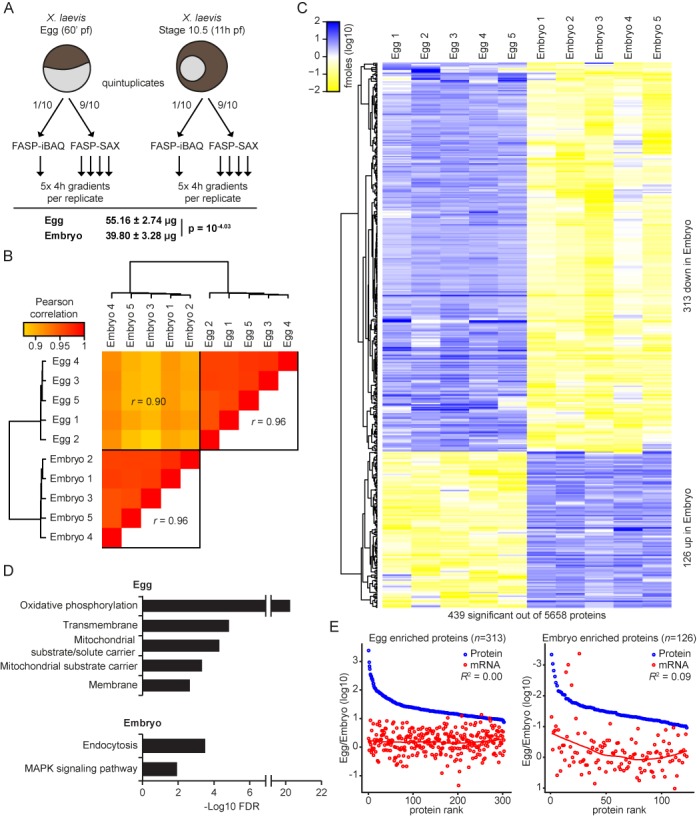
Dynamics of proteome and transcriptome in early *Xenopus* embryogenesis. (A) Schematic depiction of the workflow (upper panel) and the calculated protein content of *X. leavis* egg and embryo 10.5 (lower panel). (B) Unsupervised correlation-based clustering of egg and embryo 10.5 proteomes clearly separates egg and embryo 10.5 proteomes. (C) Heatmap of significant regulated proteins between egg and embryo 10.5, identified by an adapted *t*-test (FDR = 0.005 and s_0_ = 1). (D) Enriched GO terms for both egg and embryo 10.5 enriched proteins, as identified in C. *Y-*axis represents the –log FDR. (E) Protein and mRNA ratios (egg/embryo 10.5) for both egg (left panel) and embryo 10.5 (right panel) enriched proteins reveal lack of correlation between protein and mRNA dynamics. See also Supplementary Table S4.

### Mass spectrometry

Whole cell lysates were digested using filter-aided sample preparation (FASP) (30). For absolute quantification a standard range of proteins (UPS2, Sigma) was spiked into the sample (1:4 UPS2 to sample (μg/μg)) (31). For in-depth proteomics we applied the digested samples to strong anion exchange (SAX) (32), and we collected the flow through (FT) and pH11, pH8 and pH2 elutions. The peptides were subjected to Stage-Tip desalting and concentration (33) before mass spectrometry analysis. Samples were applied to online nanoLC-MS/MS, using 4 h gradients. For FASP samples, a 4–26% acetonitrile gradient followed by a step wise increase to 76% acetonitrile was used. For SAX samples, 4–14%, 6–17%, 7–18% and 9–21% acetonitrile gradients followed by a step wise increase to 76% acetonitrile were used for the FT, pH11, pH8 and pH2, respectively. Mass spectra were recorded on a LTQ-Orbitrap-Velos mass spectrometer (Thermo Scientific) using collision-induced dissociation (CID) fragmentation on the top 15 most intense precursor ions (data of Figure 1 and Supplementary Figure S1) or recorded on a Q Exactive mass spectrometer (Thermo Scientific) using higher-energy collisional dissociation (HCD) fragmentation on the top 10 most intense precursor ions (data of Figures 2–4).

### Database generation

We used the draft version of the *X. laevis* genome (JGI 7.1) produced by the International Xenopus laevis genome project consortium, downloaded from Xenbase (ftp://ftp.xenbase.org). We obtained gene annotation from several different sources (Supplementary Table S1). The Oktoberfest and Mayball gene annotation is produced by the International Xenopus laevis genome project. These sequences are described at the project website (http://www.marcottelab.org/index.php/Xenopus_Genome_Project). FASTA mRNA/EST/cDNA sequences were mapped to the *X. laevis* genome using gmap (26). All hits giving ≥90% identity were kept. Protein sequences were mapped to the *X. laevis* genome using blat (34). The blat alignments were processed using scipio (35), which corrects intron-exon borders and splice sites. In addition, transcript models predicted by Cufflinks (see RNA isolation and sequencing) were included. We called one optimal transcript per locus based on the following criteria: H3K4me3 ChIP-seq data at the 5′ end, level of RNA-seq expression (reads in exons as well as crossing splice junctions), length of the longest predicted open reading frame and number of different source including an exon. The database is available on the PRIDE repository (http://www.ebi.ac.uk/pride/archive/, PXD000902).

### Dimethyl labeling

After FASP, each sample was differentially labeled by incorporation of stable isotopes on the peptide level as described by Boersema *et al.* (36). Differentially dimethyl labeled samples were mixed, desalted and concentrated on Stage-Tips (33). Mixed labeled peptides were fractionated by SAX and measured on the mass spectrometer as described before, with the addition of an extra elution fraction at pH5.

### Proteomics data analysis

Raw mass spectrometry data were analyzed using MaxQuant (37), using default settings and with the algorithms ‘match between runs’ and ‘iBAQ’ enabled, and searched against the in-house generated database. The resulting identified proteins were filtered for contaminants and reverse hits. Proteins detected in the data from the unfractionated samples were filtered to be at least quantified in all nine triplicates (1670 proteins, Figure 1). Proteins detected in the quintuplicate egg analysis had to be quantified in all five replicates (5837 proteins, Figure 2) and for the comparison with mRNA levels the genes also needed to be quantified in all mRNA replicates (4612 proteins, Figure 3). For the combined egg and embryo analysis, proteins had to be quantified in either all replicates of the egg or all replicates of the embryo (5658 proteins, Figure 4). Missing values were semi-random imputed using Perseus (default settings, MaxQuant software package), based on the assumption that they were not detected because they were under or close to the detection limit. Unsupervised correlation-based clustering was performed in R. Identification of significant regulated proteins between egg and embryo 10.5 was done using an adapted *t*-test that is corrected for multiple testing by permutation-based estimation of the false discovery rate (FDR; default settings, Perseus of the MaxQuant software package). Gene ontology (GO) term enrichment were calculated with DAVID (38) for clusters of genes against the background of proteins identified and quantified in the corresponding sample. All proteomics data are available on the PRIDE repository (PXD000902).

## RESULTS

### Tight regulation of the proteome in single *X. laevis* eggs

To facilitate comprehensive mass spectrometry-based proteomics at the single-cell level, we made use of *X. laevis* eggs (60 min post-fertilization; 60’ pf) as a model system. A single egg contains enough material (roughly 50 μg non-yolk protein) to perform global absolute quantification of the proteome. We generated whole cell lysates of individual eggs and removed the yolk. In order to distinguish technical variation from biological noise, a cell lysate from a single egg was split into three and handled separately. This was done for three individual eggs from the same mother and all nine samples were prepared for mass spectrometry using FASP (Figure 1A) (30). To absolutely quantify all proteins, a standard range of proteins with a known molar concentration was spiked into each sample (UPS2, Sigma) and all measured intensities were normalized using the intensity-based absolute quantification algorithm (iBAQ) (31). The data were analyzed using MaxQuant and an in-house generated database (deposited at the PRIDE repository: PXD000902). Our database integrates data from various sources and outperforms the model system database in identification rates, identified peptides and quantified proteins (Supplementary Table S1). Note that 1670 proteins were identified in all nine replicates and quantified using linear regression (Figure 1, Supplementary Table S2). Strikingly, unsupervised clustering of the global proteomes revealed that technical and biological replicates could not be distinguished (Figure 1B). Furthermore, each of the nine experiments showed a high correlation (average *r* = 0.96). Altogether, this indicates that global absolute protein abundance in single *X. laevis* eggs is tightly regulated.

To achieve a greater depth, we set out to fractionate the egg proteome on the peptide level and measure these multiple fractions separately. To this end, we made use of SAX directly coupled after FASP-mediated protein digestion (Figure 2A; SAX sample) (32). A small aliquot (10%) of the whole cell lysate was combined with the UPS2 spike-in, which enabled absolute quantification (Figure 2A; iBAQ sample). The remainder of the lysate was subjected to FASP-SAX fractionation. Since we work with low quantities of protein, we optimized the SAX fractionation and eventually generated four different samples (FT, pH 11, 8 and 2). Furthermore, nano-HPLC acetonitrile gradients were also optimized for the low amounts of peptides present in the fractions (Supplementary Figure S1A). To assess the quality of FASP-SAX based quantification, we compared measurements on pools of eggs with measurements on individual eggs and found high correlations between technical and biological replicates (*r* = 0.96) (Supplementary Figure S1B). In contrast, a technical control comparing the proteome of HeLa and MCF7 cells using the same workflow revealed a significantly lower correlation (*r* = 0.81), whereas comparing two HeLa cell populations show correlations that are similar compared to those observed in single eggs (*r* = 0.98) (Supplementary Figure S1C). This indicates that FASP-SAX based peptide fractionation does not affect the quality of our quantifications. Moreover, the high correlation between the deep proteomes further substantiates the finding that the global proteome in individual eggs is tightly regulated. To further validate these findings, we also made use of a relative quantification method called dimethyl labeling (36). Relative quantification methods, which rely on stable isotope labeling, can identify smaller variations in abundance compared to absolute quantification methods. Dimethyl labeling-based quantification of biological and technical replicates revealed a similar number of outliers, indicating that biological noise is equal to or lower than the technical noise (Supplementary Figure S2). This further substantiates our previously described results based on absolute protein quantification, namely, that global protein abundance in single fertilized *X. laevis* eggs is tightly controlled.

Optimized FASP-SAX based fractionation allowed us to identify more than 5600 proteins in single eggs, and in total 5837 proteins in five biological replicates (Supplementary Table S3). Despite fractionation of the tryptic peptides and downscaling the amount of UPS2 standard, the absolute proteome of single eggs is of good quality (linear regression curve of the UPS2 standard = 0.96, Supplementary Table S2). This data set represents the largest single-cell proteome characterized to date. As shown in Figure 2B, the measured proteome covers more than seven orders of magnitude in abundance, of which five orders of magnitude were quantified with high accuracy. This indicates that the dynamic range of protein abundance in single *Xenopus* eggs is similar to that of cell populations in commonly studied cancer cell lines. Since we made use of the UPS2 spike-in standard, we were able to determine single cell copy numbers. Detected copy numbers range from hundreds of thousands to around ten trillion copies, the most abundant protein being actin. Until recently, copy number information in *X. laevis* eggs was restricted to a handful of proteins. We now provide accurate copy number information for thousands of proteins. The copy number values we deduced are often in very good to excellent agreement with published literature (Table 1 and Supplementary Table S4) (39–48).

**Table 1.** Protein copy numbers as determined in eggs (60’ pf, single cell) and embryos 10.5 (thousands of cells). Previously reported copy numbers for specific proteins are listed in the last column

	Number of molecules		
	Egg (60’ pf)	Embryo 10.5	Reported number
**Histones**			
Canonical histones	3.9 ± 1.0 * 10^12^	3.5 ± 0.7 * 10^12^	5 * 10^12^ (oocyte) (39)
H1B	1.3 ± 1.7 * 10^8^	1.2 ± 0.4 * 10^11^	-
H1foo	1.8 ± 0.5 * 10^11^	1.0 ± 0.4 * 10^11^	2.0 * 10^11^ (oocyte) (40)
**Chaperone**			
Nucleoplasmin 1,2,3	5.1 ± 0.7 * 10^12^	4.4 ± 0.4 * 10^12^	5 * 10^12^ (oocyte) (41)
**General transcription factors**			
gtf2b	2.2 ± 0.6 * 10^9^	2.2 ± 0.6 * 10^9^	-
gtf2e1	1.5 ± 3.0 * 10^7^	3.9 ± 1.8 * 10^8^	-
gtf2f1	1.4 ± 0.3 * 10^9^	1.7 ± 0.6 * 10^9^	-
taf9b	3.3 ± 0.8 * 10^8^	2.2 ± 0.7 * 10^8^	-
taf11	7.4 ± 5.3 * 10^7^	1.1 ± 0.4 * 10^8^	-
btaf1	3.3 ± 5.8 * 10^6^	1.5 ± 2.1 * 10^6^	-
**Transcription regulators**			
rest	5.1 ± 3.0 * 10^6^	2.9 ± 6.4 * 10^6^	-
tcf25	2.0 ± 1.0 * 10^8^	1.4 ± 0.6 * 10^8^	-
smad1/2/3/8/9	1.8 ± 0.5 * 10^9^	2.5 ± 0.6 * 10^9^	-
smad4.2	2.1 ± 0.6 * 10^8^	1.0 ± 0.5 * 10^8^	-
pou2f1 (oct1)	1.6 ± 3.4 * 10^9^	2.1 ± 1.9 * 10^7^	7.5 * 10^8^ (embryo) (42)
pou5f3.2 (oct25)	nd	4.0 ± 1.9 * 10^8^	-
tcf3	1.4 ± 0.8 * 10^7^	3.5 ± 1.0 * 10^8^	-
**Cytoplasmic deadenylation**			
EDEN-BP	1.0 ± 0.3 * 10^10^	3.0 ± 1.8 * 10^9^	-
**Cytoplasmic polyadenylation**			
Cpsf1	9.9 ± 3.9 * 10^8^	2.8 ± 1.2 * 10^8^	-
Cpeb1	1.7 ± 0.5 * 10^9^	8.0 ± 4.4 * 10^7^	-
Pumilio	1.9 ± 1.2 * 10^8^	2.7 ± 1.0 * 10^8^	-
**Housekeeping genes**			
gapdh	7.0 ± 1.4 * 10^12^	4.4 ± 0.6 * 10^12^	-
odc1	1.1 ± 2.5 * 10^6^	2.9 ± 1.1 * 10^7^	-
eef1a	3.8 ± 0.1 * 10^12^	2.3 ± 0.3 * 10^12^	-
**MAP Kinase**			
map2k1	1.9 ± 0.3 * 10^11^	1.9 ± 0.4 * 10^11^	2.4 * 10^11^ (oocyte) (43)
**Cell Cycle**			
cyclin a	2.9 ± 1.8 * 10^8^	1.2 ± 0.3 * 10^8^	3.6 * 10^9^ (oocyte) (44)
wasl	3.9 ± 0.7 * 10^8^	3.7 ± 1.1 * 10^8^	9.9 * 10^9^ (oocyte) (45)
**DNA replication**			
pcna	1.4 ± 0.1 * 10^12^	8.0 ± 2.0 * 10^11^	1.6 * 10^12^ (oocyte) (46)
topbp1	3.6 ± 2.6 * 10^8^	2.1 ± 1.4 * 10^7^	5.8 * 10^9^ (oocyte) (47)
geminin	1.0 ± 0.5 * 10^9^	5.2 ± 1.7 * 10^8^	2.0 * 10^9^ (oocyte) (48)

Based on their copy number, we divided all proteins into five bins (Figure 2C). The 374 most abundant proteins (6%) in single *Xenopus* eggs account for 90% of the total protein content. When visualizing the distribution of copy numbers, we observed a small shoulder on the right side of the plot, which contains proteins with the highest abundance. This cluster of proteins in strongly enriched for the translation machinery and metabolic enzymes. This overrepresentation of ribosomes and metabolic enzymes has not been observed in absolute proteomes of mammalian cell lines, whose copy number distribution shows a gamma distribution (31,49,50). These observations may underscore the unique biology of the egg and early embryo, which undergoes a large amount of cell divisions in a short period of time. Strikingly, Wnt signaling is enriched in a cluster of highly abundant proteins which also includes proteins involved in metabolism and replication. Less abundant proteins include transcription factors and proteins involved in ErbB signaling. Interestingly, although actin is the most abundant protein in the egg, some of the proteins involved in the cytoskeleton are present at low abundance.

### mRNA abundance is a poor predictor of protein abundance in *X. laevis* eggs

Recently published single-cell transcriptome analyses have shown heterogeneity of gene expression in mature mammalian cells. Transcript and protein levels in *X. laevis* embryos are known to be developmentally regulated by (post-)transcriptional and (post-)translational mechanisms. It is, however, not known to what extend this is a global effect. We observed a tight regulation of global absolute protein levels in single eggs. To investigate transcriptome heterogeneity in individual *Xenopus* eggs and to directly compare this to the single-cell proteome, we performed RNA-seq from five single eggs in parallel. These eggs were obtained from the same *in vitro* fertilization and originating from the same mother as the ones from which proteomes were generated, which enabled us to compare transcriptome and proteome from highly similar samples. 

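The 5 eggs were sequenced as single-end reads of 42 bases. The authors mapped the reads to version 7.1 of the JGI assembly of the *X. laevis* genome and computed transcript abundance with Cufflinks for 54110 pita gene models, each a single transcript per locus. The deposited values are FPKM (fragments per kilobase of transcript, scaled to the mapped reads), which the paper calls RPKM. Of the gene models, 26625 carry no gene name. *X. laevis* is allotetraploid, and 5399 of the 12638 names that stand alone on a gene model are shared by exactly 2 gene models, between which short reads can be hard to assign. The files hold no read counts. Low FPKM values, however, fall on steps that are worth 1 read each once they are multiplied by the effective transcript length that Cufflinks derives from fragments of mean length 200 and SD 80 bases. Among gene models of at least 500 bases, 88.5% to 91.8% of values below 20 reads in single eggs were whole multiples of such a step. A value counted as whole within 0.1. The reads recovered in this way on gene models numbered 1575221, 1724112, 1505725, 1781426 and 2922935 in eggs 1 to 5. They are used as a measure of depth and change no FPKM value. The larger numbers of mapped reads on the axes of Supplementary Figure S3A are not restricted to gene models. In egg 5, the 5 gene models with the most reads held 34.8% of its reads, against 1.52% to 2.81% in the other eggs. Without those gene models, eggs held between 1463485 and 1905541 reads. Gene models with at least 1 FPKM numbered 15528 to 17382 per egg, and their median depth was 43.0 to 53.0 reads per egg. The libraries appear to have been scaled to each other, a step that the paper's text does not name. No library's median deviated by more than 0.0874 on the log2 scale, and the sum of FPKM times effective transcript length in kilobases exceeded 1000000 in 5 of the 13 libraries of both stages. FPKM scaled only by the reads of its own library would not exceed that sum if the effective lengths used here are those of Cufflinks.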

The RNA samples were depleted from ribosomal RNA and sequenced on an Illumina HiSeq2000. Comparison of the average protein amounts and the average RNA-seq reads per kilobase per million reads (RPKM) showed a rather poor correlation (*R*^2^ = 0.17) (Figure 3A), very similar to the correlations at the single egg level (Supplementary Figure S3A). 

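The protein amounts used for this comparison are the paper's, from the part of Supplementary Table S4 used here, which holds 1073 of its 5658 proteins. That part contains all 439 regulated proteins, of which 313 are enriched in eggs and 126 in embryos, and 634 others with egg amounts above embryo amounts by 0.634 to 1.31 on the log10 scale. It is therefore not a random sample of the proteome. The paper required these proteins to be quantified in all eggs or in all embryos, and imputed missing values. Imputed amounts were not told apart from measured ones here. Each of its proteins is paired with a gene model, and all 13949 RPKM values listed beside them were equal to the deposited FPKM. Over the 949 genes with at least 1 FPKM in every egg, the squared Pearson correlation of the log10 mean FPKM of 5 eggs with the mean log10 protein amount was 0.142. Its 95% interval from 2000 bootstrap resamples of the genes was 0.103 to 0.187. This correlation is across genes, which are not independent replicates. The alternative that moved it most was a restriction to the 553 proteins not called regulated, with an *R*2 of 0.238. With the protein amounts of the part of Supplementary Table S3 used here (1020 of 1670 proteins, 924 genes in the comparison), an alternative chosen after seeing the data, *R*2 was 0.197. The paper states that, given this low correlation, mRNA abundance is a poor predictor of protein abundance in *X. laevis* eggs.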

When only taking high-abundant proteins into account, which have been quantified within the detected UPS2 range (3574 proteins), the global mRNA—protein correlation remains similarly poor (Supplementary Figure S4A). 

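The low end of the UPS2 range was taken as 0.5 fmol for this comparison. Of the genes compared above, 654 had a mean protein amount of at least 0.5 fmol in eggs, and their *R*2 was 0.141. The change from all genes was smaller than the SD of 0.0178 between the *R*2 values of the 5 single eggs.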

Previous studies on global protein versus mRNA comparisons in mammalian cell populations have reported higher correlations (*R*^2^ = 0.40–0.50) (31,51). This difference may be caused by maternal loading of mRNA and protein in the eggs and translational regulation of maternal mRNAs. Interestingly, factors involved in deadenylation and polyadenylation which are known to regulate translation rates are highly abundant in *X. laevis* eggs and some of these are downregulated in embryos (Table 1). In any case, this low correlation highlights the importance of proteomic analysis as mRNA abundance is a poor predictor of protein abundance and function in *X. laevis* eggs. 

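Pairs of egg transcriptomes were compared over the 12919 gene models with at least 1 FPKM in every egg. The Pearson correlation of log10 FPKM ranged from 0.858 to 0.936 over the 10 pairs, with a mean of 0.898 and an SD of 0.0267 between pairs. The correlations are across gene models, which are not independent replicates, and no test was applied to them. Egg 3 had the lowest mean correlation with the other eggs (0.871), against 0.897 to 0.915 for the others. Without egg 3, the mean over the remaining pairs was 0.913. The alternative that moved the mean most was the correlation of untransformed FPKM, with 0.981. Without transformation, a correlation is weighted to the few gene models with the highest FPKM. Including every gene model above 0 FPKM in all eggs gave 0.857.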

As was observed for the single-cell proteome, single-cell transcriptomes show a good correlation (*r* = 0.92) (Figure 3B). This correlation is similar compared to previously published single cell oocyte and zygote transcriptomes (52–54). 

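The 3 technical libraries were made from stage 10.5 embryos. Supplementary Figure S5C labels them as pools, and the paper's text does not name whether they share the same RNA, so their correlation is not known to measure technical noise alone. They held fewer reads on gene models than the single eggs, with 1175486, 725975 and 1088932 recovered reads. Their total sequencing depth is not known. Gene models with at least 1 FPKM had a median of 10.0 to 16.0 reads in the technical libraries. Over 15525 gene models with at least 1 FPKM in all 3, the pairwise Pearson correlations of log10 FPKM ranged from 0.920 to 0.937, with a mean of 0.927 and an SD of 0.0089. The mean lies above that of the eggs, and the lowest pair lies below the highest pair of eggs. The alternatives moved the mean between 0.867, over all gene models above 0 FPKM, and 0.947, with untransformed FPKM. Egg libraries thinned at random to 1088932 reads, the median of the technical libraries, had a mean correlation of 0.892 in a comparison chosen after seeing the data.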

Technical transcriptome replicates show a slightly higher correlation (*r* = 0.97) (Supplementary Figure S5C). Thus, even though the proteomes and transcriptomes are only moderately interrelated, in our measurements both single cell proteomes and transcriptomes are tightly controlled as they both show very little single cell variability.

The five individually measured proteomes and transcriptomes allowed us to determine the coefficient of variation (CV) for all mRNAs and proteins, which is a more sensitive way to examine variability. 

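The CV of an mRNA is the sample SD of its FPKM in the 5 eggs divided by the mean. Over the 12919 gene models with at least 1 FPKM in every egg, it ranged from 3.04% to 218%, with a median of 29.8% and with 11.9% and 65.6% as the 5th and 95th percentiles. The CV of 5 values cannot exceed 224%. The median was 36.1% in the tenth of gene models with the lowest mean FPKM and 22.0% in the tenth with the highest. Counting noise simulated at the depth of each egg gave a median of 10.8%, without any noise from library preparation. Without egg 3, the median was 25.9%, and egg 3 had the highest FPKM in 30 of the 50 gene models with a CV above 100%. The highest CV belonged to an unnamed gene model of 909 bases with its highest FPKM in egg 5, and without that egg the highest CV of any gene model was 141%. The CV of a protein was computed from the paper's amounts in the same way, for 949 genes of the table part described above. These amounts may include imputed values, while the paper compared CVs over genes quantified in every egg. It ranged from 4.39% to 224%, with a median of 33.8%, while the median mRNA CV of those genes was 26.7%.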

The CV for mRNA and protein range from 3% to 207% and 2% to 223%, respectively. As shown in Figure 3C, variation of proteins and mRNA on the single-cell level do not correlate. This indicates that noise in protein abundance is not caused by noise in mRNA abundance and therefore has to be caused by post-transcriptional and (post-)translational mechanisms.

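The squared Pearson correlation of log10 mRNA CV with log10 protein CV was 0.0113 across these genes, with *r* = 0.106. After omission of the genes in the highest and lowest 20% of mRNA and protein amounts, 364 genes were left, and *R*2 was 0.0111. Without transformation of the CVs it was 0.00219. Leaving out each egg in turn gave values from 0.00347, without egg 1, to 0.0140, and without egg 3 it was 0.00429. The same egg number was left out of both measurements, although the eggs used for RNA are not those used for protein.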

We divided genes based on their mRNA and protein CV: genes with similar variation in mRNA and protein level (blue: low variation (1.9%) and green: high variation (2.1%)), genes with low mRNA variation and high protein variation (orange, 2.6%) and genes with high mRNA variation and low protein variation (red, 2.2%). Given the linear correlation between abundance and accuracy of the measurements, the highest abundant proteins and mRNA will be measured very accurate, whereas low abundant proteins and mRNA will have far more technical noise, therefore, the 20% highest and lowest abundant mRNA and proteins were omitted from this analysis (Supplementary Figure S3B). This analysis revealed that genes involved in endocytosis are tightly regulated at the protein level, whereas their mRNA abundance is noisier (Figure 4D). In contrast, genes involved in cell-cycle regulation and oocyte meiosis are tightly controlled at the transcriptome level, whereas protein abundance shows more variation. 

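The mRNA variation of endocytosis genes was measured over a fixed list of gene names, and not over the genes coloured in Figure 3C. The list matched 174 gene models with at least 1 FPKM in every egg, and their median CV was 30.8%. This was the 55.9th percentile of the medians of 10000 random lists matched in size and mean FPKM, which had a median of 30.6% and lay between 28.0% and 33.5% in 95% of draws. The percentile was not stable. With an egg left out it was 89.2 (egg 1), 60.7 (egg 2), 88.3 (egg 3) and 85.3 (egg 4 or egg 5), above the value of all 5 eggs in each case, and it was 79.1 with all gene models above 0 FPKM.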

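A list for cell cycle and oocyte meiosis matched 178 gene models, with a median mRNA CV of 27.6% against 28.1% in random lists of the same abundance (95% of lists, 25.6% to 30.8%). Its percentile was 31.0 with all 5 eggs, 1.73 without egg 3 and 57.8 without egg 4, so single eggs decided where the list lay among random lists.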

Interestingly, a group of sperm receptors (Zona pellucida glycoproteins: zp2, 3, 3.2 and 4 and zpax, zpd and ZPY1) show substantial variation at the protein level, whereas their mRNA is tightly regulated. These sperm receptors are degraded following sperm entry through the release of lysosome-like vesicles containing serine proteases. 

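The mRNAs of the named sperm receptors were measured at 8 gene models, of which ZPY1 accounts for 2. The gene models of zp2, zp3.2, zp4, zpax and zpy1 are those that Supplementary Table S4 pairs with the proteins. The proteins of zp3 and zpd lie outside the part of that table used here. The gene model of zp4, on scaffold 000015893 of the JGI assembly from 5847760 to 5855829, had 205.2 ± 30.4 FPKM (SD, n = 5 eggs), a CV of 14.8%. The gene model of zp3.2, on scaffold 000272406 from 2539014 to 2593215, had 115.9 ± 19.8 FPKM and a CV of 17.1%. For zpd, on scaffold 000137809 from 285793 to 294258, the values were 76.2 ± 13.4 FPKM and 17.6%. For zpax, on scaffold 000093416 from 3510824 to 3528978, they were 24.4 ± 6.58 FPKM and 27.0%. For zp2, on scaffold 000183165 from 508196 to 527103, they were 38.8 ± 11.9 FPKM and 30.6%. For zp3, on scaffold 000113187 from 612667 to 620070, they were 172.2 ± 61.0 FPKM and 35.4%. The zpy1 gene model of the protein table, on scaffold 000083691 from 1977592 to 1991892, had 19.4 ± 11.4 FPKM and a CV of 58.8%, at 36.0 recovered reads in the lowest egg. The other gene model named zpy1, on scaffold 000063696 from 790180 to 800435, had 18.5 ± 5.10 FPKM and a CV of 27.5%. Relative to gene models of similar abundance, these CVs lay between the 25.6th percentile (zp4) and the 93.4th percentile (the first zpy1 gene model), with zp3 at 84.8, zp2 at 67.8 and zp3.2 at 31.8. Single eggs decided several of them. Without egg 1, the CV was 7.93% for zp4 and 5.66% for zp3.2, and without egg 3 it was 8.19% for zp3, 11.8% for zp2 and 12.3% for the second zpy1 gene model.
In the paper's protein amounts, egg 2 held 360.4 fmol of zp2, 623.2 fmol of zp3.2, 470.7 fmol of zp4, 495.3 fmol of zpax and 260.3 fmol of zpy1, while the other 4 eggs held at most 4.27 fmol of any of them. Protein CVs computed from those amounts were 219.9% to 222.3%. Without egg 2 they were 73.4% for zp2, 69.3% for zp3.2, 60.6% for zp4, 32.3% for zpax and 36.9% for zpy1.

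**Figure D1:**
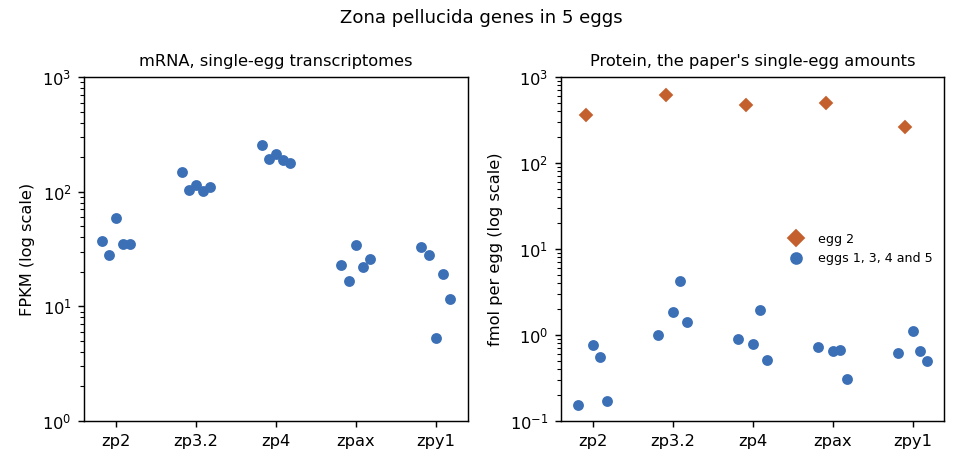
Left, FPKM (log scale) of zp2, zp3.2, zp4, zpax and zpy1 mRNA in each of the 5 eggs used for RNA sequencing. Right, the paper's amount of each protein in fmol (log scale) in each of the 5 eggs used for proteomics, with egg 2 drawn as diamonds at 260.3 to 623.2 fmol and the other eggs at or below 4.27 fmol.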

The high CV of these sperm receptors therefore may reflect a slightly different time point in sperm entry block between individual eggs. 

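A list of spliceosome genes matched 139 gene models with at least 1 FPKM in every egg. Their median mRNA CV was 30.3%, against 28.4% in random lists of the same size and abundance (95% of lists, 25.6% to 31.5%), which placed the list at the 88.4th percentile. Without egg 3 it was at the 17.3th percentile, so the position of the list among random lists rested on that egg. Leaving out any other egg gave percentiles up to 87.8.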

Finally, genes involved in splicing are tightly controlled at the transcript and protein level.

### Proteome changes during early *Xenopus* embryogenesis are only partly reflected by the transcriptome

To study the dynamics of gene expression at the transcript and protein level in *X. laevis*, we quantified the proteome and transcriptome in stage 10.5 embryos (zygotic activation of transcription is initiated at stage 8.5). At this stage, each embryo consists of thousands of cells. To profile the proteome, we again made use of the FASP-SAX workflow and iBAQ-based absolute quantification (Figure 4A). We identified and quantified a total of 5877 proteins in five embryos (Supplementary Table S4). Strikingly, the total amount of protein in embryos is lower compared to eggs (40 μg versus 55 μg, respectively). This may be due to protein degradation during early development, which apparently is more prominent than protein synthesis. The proteome in individual gastrula embryos is tightly controlled, similar to single eggs (average correlation *r* = 0.96; Figure 4B). This correlation remains strong when only taking high abundant proteins into account which have been quantified within the detected UPS2 range (3423 proteins) (Supplementary Figure S4B). In addition to the proteomes, transcriptomes were also obtained from stage 10.5 embryos. Both technical and biological transcriptome replicates show high correlations (*r* = 0.97 and 0.94, respectively), indicating tightly controlled transcriptomes (Supplementary Figure S5C). 

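Single libraries were made from 5 embryos, and 3 further libraries of the same stage are the technical replicates. The RNA was depleted of ribosomal RNA as for the eggs, but the embryo libraries were prepared with another kit (Kapa Hyper Prep, with strand specificity from digestion by the USER enzyme). The paper states that samples of the same stage were processed in parallel. All egg libraries thus share a preparation that no embryo library has, and the design does not separate the stage from the preparation. Read mapping, gene models and FPKM were as for the eggs. The embryos held 3817939, 1590380, 1366779, 2122338 and 2922049 recovered reads on gene models, a median of 2122338 against 1724112 in the eggs. The 5 gene models with the most reads held 12.0% to 25.3% of the reads of an embryo. Between 18685 and 18937 gene models had at least 1 FPKM in an embryo, at a median depth of 20.9 to 64.2 reads. The stage labels were checked with a list of genes first transcribed by the zygote. The list matched 64 gene models with a mean of at least 1 FPKM over the 10 single libraries. Of these, 59 were higher in embryos and 2 in eggs at an adjusted p under 0.05 (limma on log2(FPKM + 1), Benjamini-Hochberg adjustment over all gene models tested). Their median log2 change from embryo to egg was -4.30. With the 52 gene models that were at or below 3 recovered reads in every library of a stage set to the bound those reads allow, the median was -4.49.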

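Over 15804 gene models with at least 1 FPKM in every embryo, the 10 pairs of embryos had Pearson correlations of log10 FPKM from 0.883 to 0.966, with a mean of 0.938 and an SD of 0.0231. The mean of a single embryo with the others ran from 0.924 (embryo 3) to 0.953 (embryo 1). The technical libraries, with a mean within 1 SD of this one, correlated with single embryos at 0.899 on average over 15 pairs (0.853 to 0.932). After thinning to the median reads of the technical libraries, an alternative chosen after seeing the data, single embryos had a mean correlation of 0.922. Eggs and embryos correlated at 0.680 on average over 25 pairs and 11836 gene models, with 0.598 and 0.741 as the lowest and highest values, so that no pair across stages reached the lowest pair within a stage.

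**Figure D2:**
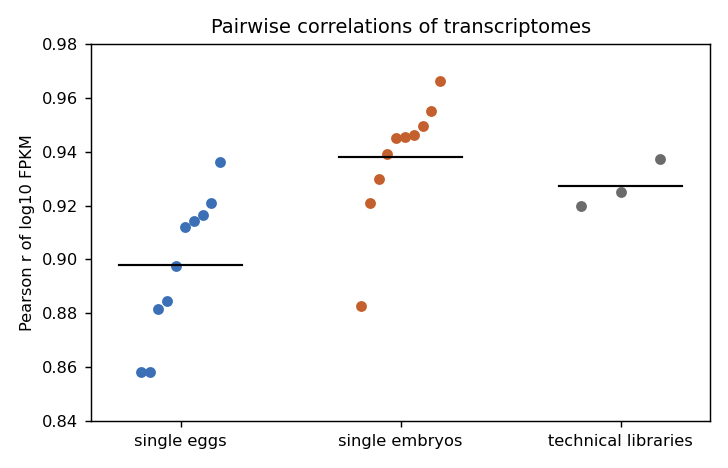
Pearson correlation of log10 FPKM between pairs of libraries, with a dot for each pair and a line at the mean, for 5 eggs, 5 embryos and 3 technical libraries. The pairs of technical libraries lie within the range of the embryos and overlap that of the eggs.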

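The mRNA and protein abundance of embryos was compared over 977 genes of the part of Supplementary Table S4 used here, each with at least 1 FPKM in every embryo. The squared Pearson correlation of log10 mean FPKM with the paper's mean log10 protein amount in embryos was 0.0987, with a 95% bootstrap interval over genes of 0.0646 to 0.138. This interval overlaps that of the eggs (*R*2 0.142). Both intervals resample genes of the same table part separately, so their overlap does not test the difference. Among the 430 genes with at least 0.5 fmol of protein, *R*2 was 0.0645, against 0.141 in eggs. Among the 570 genes whose proteins were not called regulated it was 0.132, against 0.238 in eggs.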

Interestingly, the protein and mRNA abundance correlation in stage 10.5 embryos is worse compared to the correlation in eggs (*R*^2^ = 0.09; Supplementary Figure S5A). mRNA and protein correlations in individual embryos are highly similar (Supplementary Figure S5B). The embryo and egg proteomes correlate less well (average correlation *r* = 0.90) (Figure 4B), thus revealing that part of the proteome is dynamic during early development.

To identify regulated proteins, *t*-test based statistics was applied to the data, which resulted in the identification of 439 significantly regulated proteins (7.8% of the complete proteome; Figure 4C, Supplementary Table S4). A total of 313 proteins were downregulated in embryos. This cluster of proteins is enriched for GO terms related to mitochondrial function (Figure 4D). Examples of downregulated proteins include ribosomal proteins (mrpl family of proteins), sperm receptors (zp 3.2 and 4), hells and ttf2. Note that 126 proteins were upregulated in embryos. The highest ranking embryo-enriched protein by *t*-value (Supplementary Table S4) is linker histone H1. This somatic linker histone is known to replace oocyte linker histone B4, which is associated with loss of mesoderm competence (55–57). Conversely, the oocyte linker histone is required for reprogramming of somatic cell nuclei to pluripotency (58). GO terms enriched in this cluster of genes are endocytosis and mitogen-activated protein kinase (MAPK) signaling. One of the upregulated proteins is Pou5f3, also called Oct25, an ortholog of the pluripotency transcription factor Oct4, which is involved in the activation of zygotic transcription in zebrafish (59,60). Perhaps also relevant in this context is the strong upregulation of the basal transcription factors TFIIE (two subunits) and TFIIA. Other basal transcription factors, such as TFIIF and TFIIB, are not regulated, as has been shown previously (61). Translation of maternal TBP mRNA is required for TBP protein accumulation in early development, and this seems a recurrent theme for transcription initiation factors based on the upregulation of TFIIE and TFIIA in stage 10.5 embryos (see Table 1).

Finally, we analyzed whether significant regulation at the protein level is caused by corresponding changes at the mRNA level. To this end, we compared the egg over embryo ratios for protein and mRNA in the eggs (Figure 4E, left figure) and the embryos (Figure 4E, right figure). This analysis revealed that protein dynamics do not correlate with changes at the mRNA level (*R*^2^ = 0.00 in eggs and *R*^2^ = 0.09 in embryos). 

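The mRNA ratios were taken from profiles in which the authors had merged the reads of the 5 libraries of a stage and then removed reads at random until both stages had similar numbers of mapped reads. These merged profiles are single values per stage without replicates. On gene models, they held 9371066 recovered reads for eggs and 5319970 for embryos, and 24632 and 28057 gene models above 0 FPKM, respectively. The ratios were computed for genes above 0 FPKM in both profiles, which left 304 of the 313 egg-enriched proteins and all but 3 of the 126 embryo-enriched proteins. The paper's protein ratios were used beside them, and these may include imputed amounts.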

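For egg-enriched proteins, the squared Pearson correlation of the log10 mRNA ratio with the log10 protein ratio was 6.54e-06 (*r* = -0.00256), and its 95% bootstrap interval over genes reached up to 0.0146. Their protein ratios spanned 0.865 to 3.38 on the log10 scale. The mRNA ratio of egg to embryo was above 1 for 207 of them and below 1 for 97, with a median log2 ratio of 0.62. For embryo-enriched proteins, *R*2 was 0.0926 (*r* = 0.304, 95% bootstrap interval 0.0244 to 0.188). Their mRNA ratio was above 1 for 52 and below 1 for 71, with a median log2 ratio of -0.40. The alternative that moved these values most was the squared Spearman correlation, with 0.00128 for egg-enriched and 0.0483 for embryo-enriched proteins. These correlations are across genes, which are not independent replicates, and each runs within a single direction of protein change. From these ratios and from polyadenylation data, the paper proposes that protein abundance changes might be regulated by translational rather than transcriptional mechanisms.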

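The 5 eggs and 5 embryos also allow a test of each mRNA with replicates. The paper names a single female as their source, so variation between females is not covered. limma was fitted to log2(FPKM + 1) of 19373 gene models with a mean of at least 1 FPKM, without the technical libraries. Of the egg-enriched proteins, 300 were tested, and the mRNA was higher in eggs for 136 (137 adjusted over the list alone) and higher in embryos for 50, at an adjusted p under 0.05. Of the embryo-enriched proteins, all but 3 were tested, and the mRNA was higher in embryos for 56 (57 adjusted over the list alone) and higher in eggs for 26. The median log2 change from embryo to egg was 0.48 for mRNAs of egg-enriched proteins and -0.43 for those of embryo-enriched proteins. The difference of 0.91 between these medians exceeded all 100000 permutations of the protein labels (two-sided permutation test, p = 1e-05). This is the smallest p that these permutations can give. The permutation treats proteins as independent, while several share a gene name (atp5b, ybx1), so this p may be too small. Stage and library kit are also not separated in these mRNA changes.
The 10 genes that follow are named by the paper among its regulated proteins. Their protein ratios may include imputed amounts, as for pou5f3.2, for which the paper gives no egg copy number (nd). Each mean is over 5 eggs or 5 embryos with its SD, and each adjusted p is from the limma fit. Values are for the gene model paired with the protein. The name gtf2e1 stands on 3 gene models, and gtf2e2, gtf2a1, hells, cpeb1 and ccna2 on 2 each. Values of the other gene models of these names are not given. The mRNA of gtf2e1, a subunit of TFIIE (scaffold 000031034 from 525192 to 538083), had 27.0 ± 8.42 FPKM in eggs and 14.4 ± 2.71 in embryos, a log2 change of 0.83 (SE 0.22, adjusted p = 0.00704). The other TFIIE subunit, gtf2e2 (scaffold 000058878 from 3971016 to 4000055), had 39.7 ± 16.7 and 19.2 ± 4.82 FPKM, a log2 change of 0.94 (SE 0.29, adjusted p = 0.0148). For the TFIIA subunit gtf2a1 (scaffold 000007940 from 1981319 to 1995081), the values were 51.2 ± 14.4 and 35.3 ± 11.0 FPKM, a log2 change of 0.54 (SE 0.28, adjusted p = 0.117), and the adjusted p was 0.0327 without egg 1. The paper's log10 protein ratios of egg to embryo for these 3 were -1.62, -1.34 and -1.36. In the same direction as its protein (-1.75), pou5f3.2 mRNA (scaffold 000037448 from 495046 to 498400) had 3.27 ± 2.84 FPKM in eggs, at 3.00 to 25.0 recovered reads, and 66.5 ± 20.5 in embryos, a log2 change of -4.18 (SE 0.41, adjusted p = 6.75e-06). The ccna2 mRNA (scaffold 000088765 from 3260702 to 3268278), with a protein ratio of -1.45, changed by -0.42 (SE 0.16, adjusted p = 0.0434), from 270.0 ± 22.6 FPKM in embryos to 204.8 ± 45.6 in eggs, and its adjusted p exceeded 0.05 in 12 alternatives. No change was detected for tcf3 (scaffold 000054274 from 813654 to 871786), at 74.8 ± 10.2 FPKM in eggs and 62.0 ± 8.91 in embryos (log2 change 0.27, SE 0.15, adjusted p = 0.155), whose protein ratio was -1.53.
Of the egg-enriched proteins, cpeb1 (protein ratio 1.41, scaffold 000012518 from 682790 to 724015) had 204.9 ± 57.4 FPKM in eggs and 32.9 ± 9.65 in embryos, a log2 change of 2.62 (SE 0.24, adjusted p = 4.38e-06). The ccna1 mRNA (protein ratio 1.51, scaffold 000091366 from 785883 to 795038) had 76.3 ± 21.3 and 35.0 ± 8.35 FPKM, a log2 change of 1.10 (SE 0.22, adjusted p = 0.00136). The ttf2 mRNA (protein ratio 1.15, scaffold 000347078 from 948954 to 958908) had 32.1 ± 8.28 and 11.3 ± 1.90 FPKM, a log2 change of 1.40 (SE 0.21, adjusted p = 0.000144). The hells gene model (protein ratio 1.54, scaffold 000159240 from 2393 to 8005) is 535 bases long and held 1.01 to 20.2 recovered reads, with 13.3 ± 8.79 FPKM in eggs and 11.8 ± 6.28 in embryos (log2 change 0.11, SE 0.58, adjusted p = 0.887), and its direction reversed without egg 3 (-0.21) and without embryo 3 (-0.33). Among the mrpl family, 22 of 38 gene models in the table part were called egg-enriched as proteins. The mRNA was higher in eggs for 10 of these 22 and higher in embryos for 4.

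**Figure D3:**
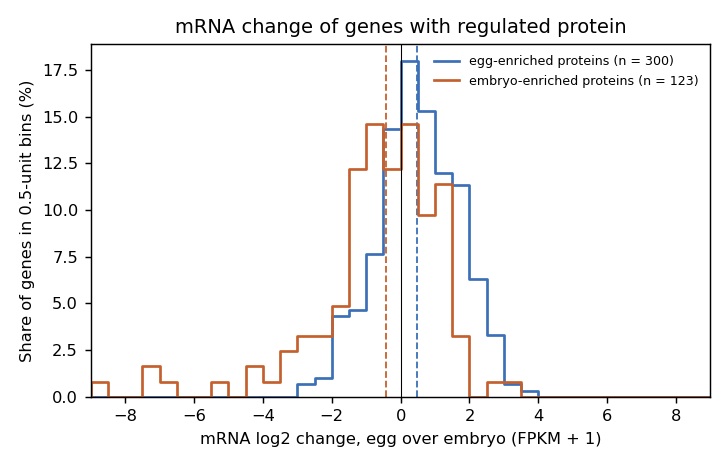
Share of proteins by mRNA log2 change from embryo to egg (bins of 0.5) for the 300 egg-enriched proteins and the embryo-enriched proteins tested, with dashed lines at the medians of 0.48 and -0.43. Both groups spread over both directions of mRNA change.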

To assess whether differential polyadenylation and deadenylation of transcripts may contribute to this discrepancy, the relative polyadenylation status of orthologous *Xenopus tropicalis* mRNAs in oocytes and early embryos (21) was compared for differentially regulated proteins. Proteins more abundant in eggs compared to early embryos showed relatively strong polyadenylation of the corresponding transcripts in oocytes and were subsequently deadenylated during early post-fertilization development (Supplementary Figure S6). The polyadenylation of proteins that are more abundant in embryos, however, showed less dramatic changes in polyadenylation. Altogether, these results imply that protein abundance changes might be regulated by translational rather than transcriptional mechanisms, which contributes to a sustained poor protein and transcript expression correlation during early *Xenopus* development. Therefore, mass spectrometry-based proteomics is an important tool to study protein expression dynamics during early embryogenesis.

## DISCUSSION

Here, we have presented the first absolute quantitative proteome of single *X. laevis* eggs to a depth of ∼5800 proteins, by far the largest single-cell proteome characterized to date. It is difficult to assess how comprehensive this proteome is. Of the 5800 proteins that we identified and quantified roughly 15% are covered by a single unique peptide. This indicates that we have not yet reached saturation in our data. Very recently, a very deep *Xenopus* egg proteome was published (62). The authors in this paper identified around 11.000 proteins, suggesting that our single-cell proteome covers 50–60% of the complete *Xenopus* egg proteome. Further technological improvements are needed to routinely characterize complete vertebrate proteomes from a limited amount (30–50 μg) of starting material and with minimal sample fractionation. Mammalian oocytes and zygotes are ∼10 times smaller (diameter) compared to *X. laevis* eggs. This suggests that a single mouse or human oocyte contains roughly 50 ng of protein, which is not yet sufficient to generate a comprehensive proteome. Comprehensive characterization of single somatic cells (which contain ∼0.1–0.5 ng of protein) using mass spectrometry-based proteomics is similarly not within reach in the foreseeable future.

Recently, Sun *et al.* reported a mass spectrometry-based screening of proteome dynamics during early *X. laevis* development (63). In this study, the authors identified and relatively quantified ∼4000 proteins using iTRAQ labeling. Our deeper absolute proteome covers more proteins involved in diverse cellular functions, such as basal transcription, metabolism, signaling and so forth (Supplementary Figure S7). We observed a good correlation (*R*^2^ = 0.68) between both studies with regards to significantly regulated proteins (60’pf versus stage 10.5/11) during early *X. laevis* embryogenesis. However, we identified some 200 significantly regulated proteins, which were not identified as developmentally regulated proteins in the Sun *et al.* publication, including interesting factors, such as Oct25 and TFIIE. Of note, the dynamic range of relative quantification is limited by the labeling efficiency (up to two orders of magnitude). In contrast, the dynamic range of developmentally regulated proteins in our absolute quantification is over six orders of magnitude.

One surprising observation we made is the fact that global protein abundance in single *X. laevis* eggs is tightly regulated, implying that there is a limited role for stochastic gene expression at the beginning of development. Having said this, the resolution of our measurements and the ability to detect significant differences is dependent on the abundance of each individual protein. High abundant proteins (top 10%) have a CV of ∼9%, whereas for lower abundant proteins (lowest 10%) this is on average 125%. In any case, we did not detect global significant heterogeneity in the single eggs that we characterized. Only a limited number of proteins seem to have heterogenic expression, which is somewhat in contrast to most of the published single-cell gene expression studies. However, recent transcriptome-based analysis of single mouse and human oocytes also reported a high correlation between individual cells (*r* = 0.90–0.98) (5,52–54). We observed similar single-cell transcriptome correlations in *X. laevis* eggs (*r* = 0.92). In contrast, single cell transcriptomes in somatic cells and cancer cell lines correlate less well (*r* = 0.54 – 0.83) (64,65). Several explanations could account for this difference between oocytes/embryos and single mammalian cells. First of all, oocytes or zygotes all represent a defined stage of development, have the same age and proceed in a synchronized manner through early cell divisions. Single somatic cells can all be in a different developmental stage, can be in a different phase of the cell cycle or may have acquired genetic alterations. Second, the limited amount of RNA in relatively small single somatic cells might result in noisier single-cell transcriptome data, either due to technical limitations or due to the impact of transcriptional bursting on the (far smaller) total pool of mRNA. Finally, the first single cell gene expression studies have all been done in unicellular organisms, such as *E. coli* and *S. cerevisiae* (6–8,10). Plasticity at the single-cell level caused by stochastic gene expression may also be more relevant for these species to cope with environmental stress.

Meiotic maturation and fertilization are associated with waves of deadenylation and polyadenylation of subsets of transcripts, influencing their stability and translation (21,66,67). Strikingly, the correlation between mRNA and protein decreases in stage 10.5 embryos. Maternal mRNA and protein are still dominating the transcriptome and proteome at this stage, and zygotic transcription has just started 5 h prior to stage 10.5. The combination of these parameters and mRNA and protein degradation apparently result in a decrease of correlation between global mRNA and protein abundance. Furthermore, the variation detected in protein levels between eggs is not caused by noise of corresponding mRNA. This suggests that post-transcriptional regulation, translation and protein degradation are the major constituents causing protein variation. Finally, we observe that developmental proteome dynamics are not mirrored by mRNA changes, implying that the majority of developmental changes in protein levels are disconnected from mRNA levels. Ultimately, our integration of proteomics and transcriptomics on single cells reveals that early *Xenopus* embryogenesis is characterized by a major decoupling of mRNA and protein levels with relatively little variability in both protein and RNA levels. Technological developments that will make it possible to perform comprehensive single cell proteomics on smaller cells, such as mammalian oocytes and even somatic cells, are essential to determine whether our findings can be extended to mammalian eggs and early embryos which have a much lower maternal contribution of mRNA and protein. Moreover, proteomic analyses of individual blastomeres will uncover how gene expression variability relates to cell size and developmental progression.

## ACCESSION NUMBERS

RNA sequencing data have been deposited to the Gene Expression Omnibus under accession number GSE56586. The mass spectrometry proteomics data and the in-house generated database have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository (68) with the data set identifier PXD000902.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Global absolute quantification reveals tight regulation of protein expression in single Xenopus eggs
**Source:** Nucleic Acids Res. 2014 Jul 23;42(15):9880–91. doi: 10.1093/nar/gku661
**Supplement:** SUPPLEMENTARY DATA

Global absolute quantification reveals tight regulation of protein expression in single Xenopus eggs — Global absolute quantification reveals tight regulation of protein expression in single Xenopus eggs — SUPPLEMENTARY DATA 

# Global absolute quantification reveals tight regulation of protein expression in single *Xenopus* eggs

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

# Supplementary material for: Global absolute quantification reveals tight regulation of protein expression in single Xenopus eggs
**Source:** Nucleic Acids Res. 2014 Jul 23;42(15):9880–91. doi: 10.1093/nar/gku661
**Supplement:** SUPPLEMENTARY DATA

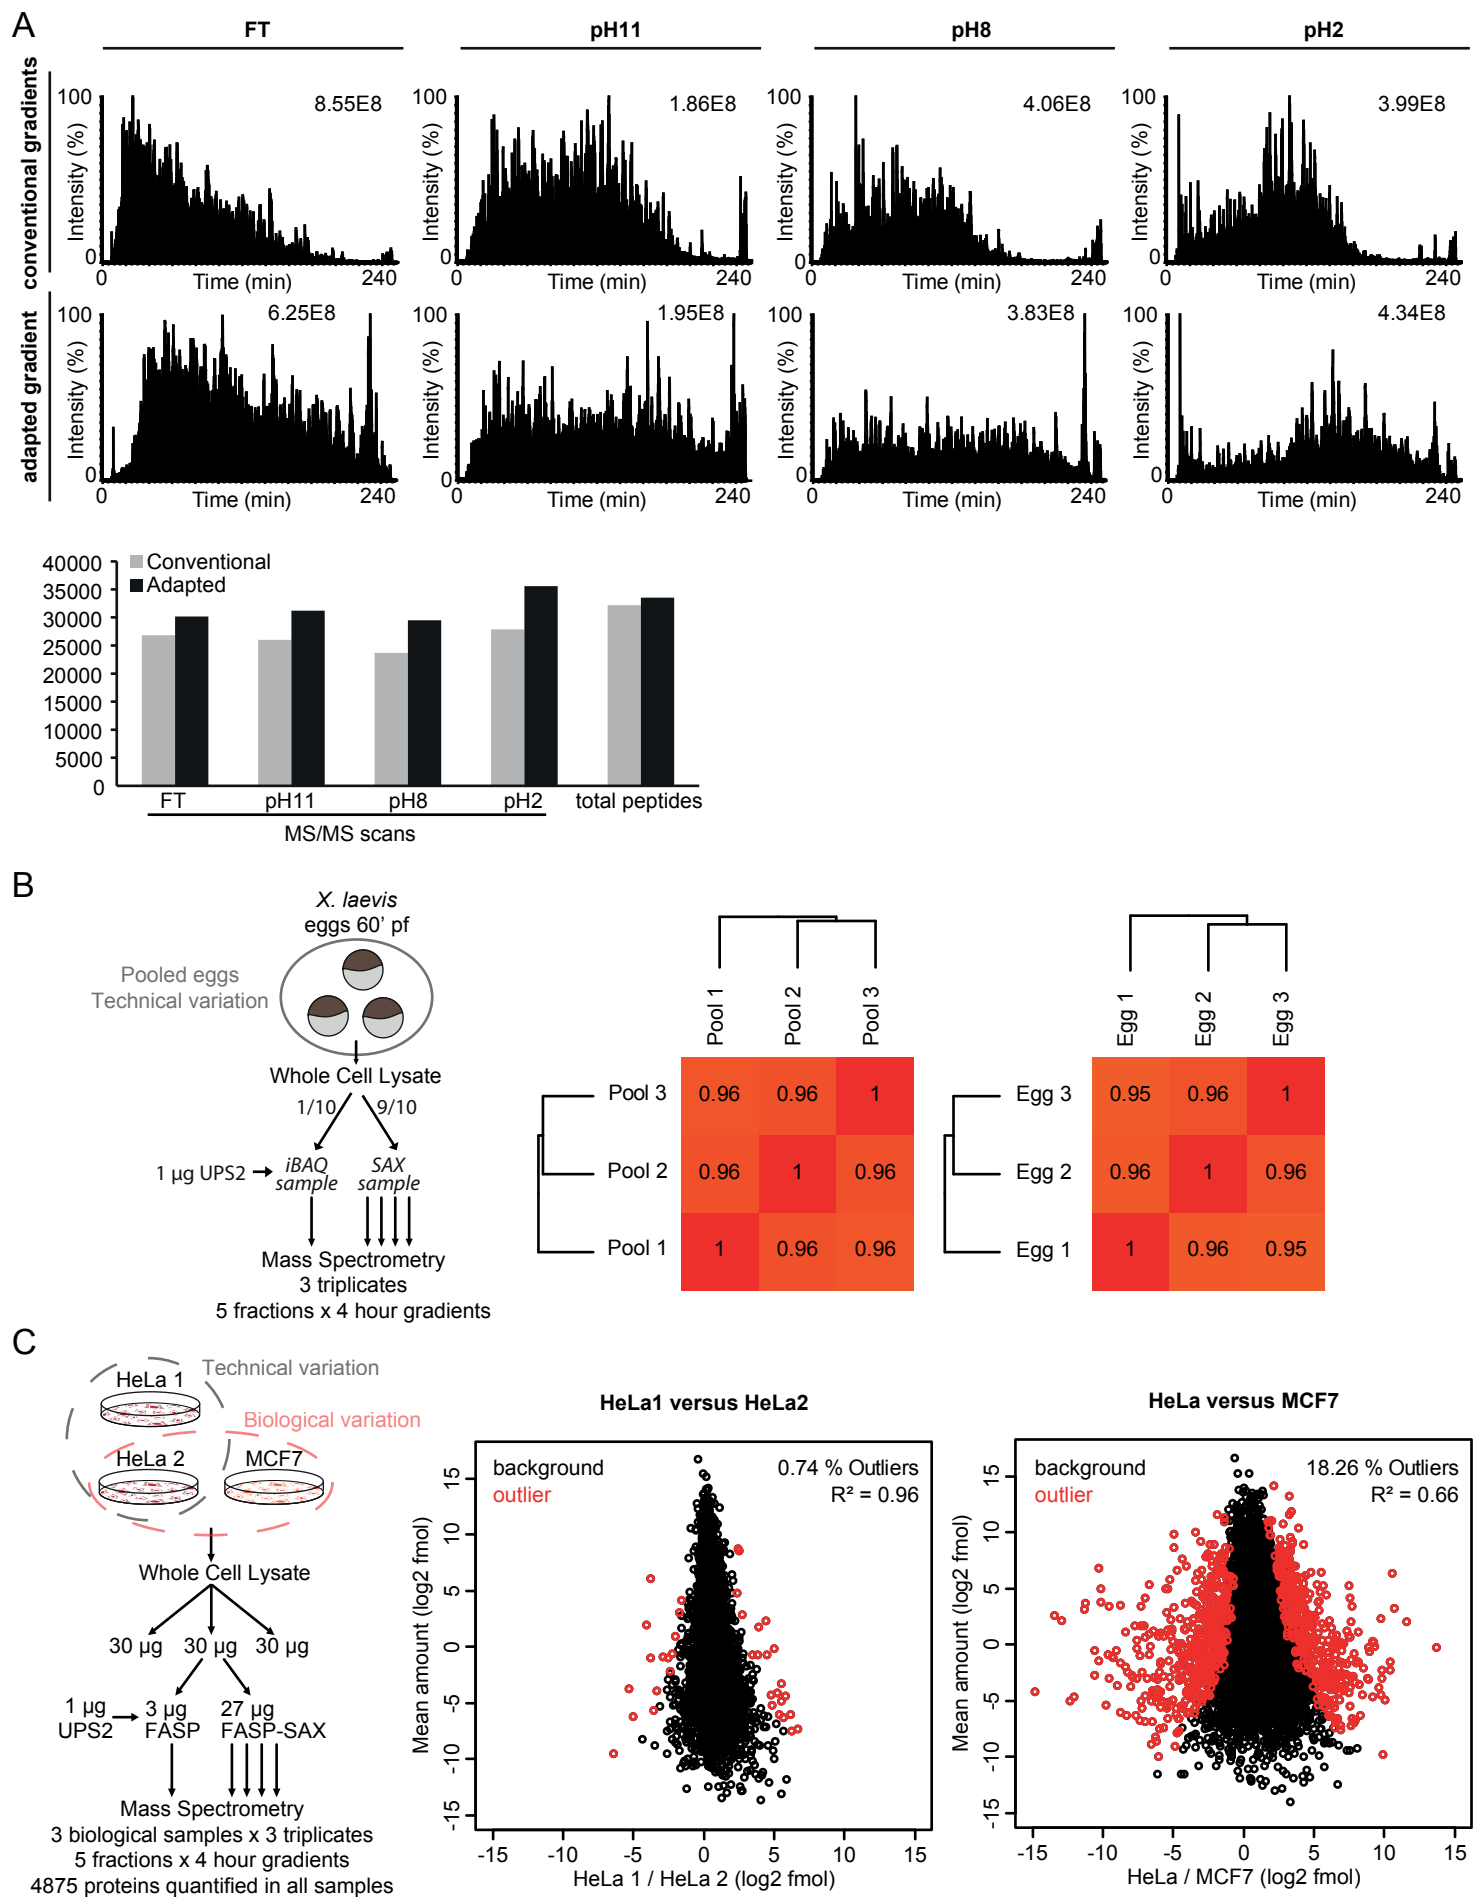

**Figure S1, Optimization of nanoLC gradients and quality control of absolute quantification in the fractionated samples, related to Figure 2.** (A) Conventional and optimized nanoLC gradients for the four different fractions (upper panel) and the number of informative MS/MS scans as well as the total number of identified peptides for these gradients (lower panel). Four fractions (FT, pH11, pH8 and pH2) resulted in the most extensive fractionation with high identification rates. (B) Quality control of absolute quantification in the fractionated samples from technical replicates from pooled *X. laevis* eggs and from single *X. laevis* reveal tight correlation of in-depth egg proteomes. (C) Quality control of absolute quantification of fractionated samples from HeLa and MCF7 lysates reveal a high technical reproducibility (HeLa1 versus HeLa2) and high sensitivity in calling differential expressed proteins (HeLa vs MCF7). The significance threshold is calculated using an binned intensity-corrected 1% FDR (50 intensity bins, y-axis).

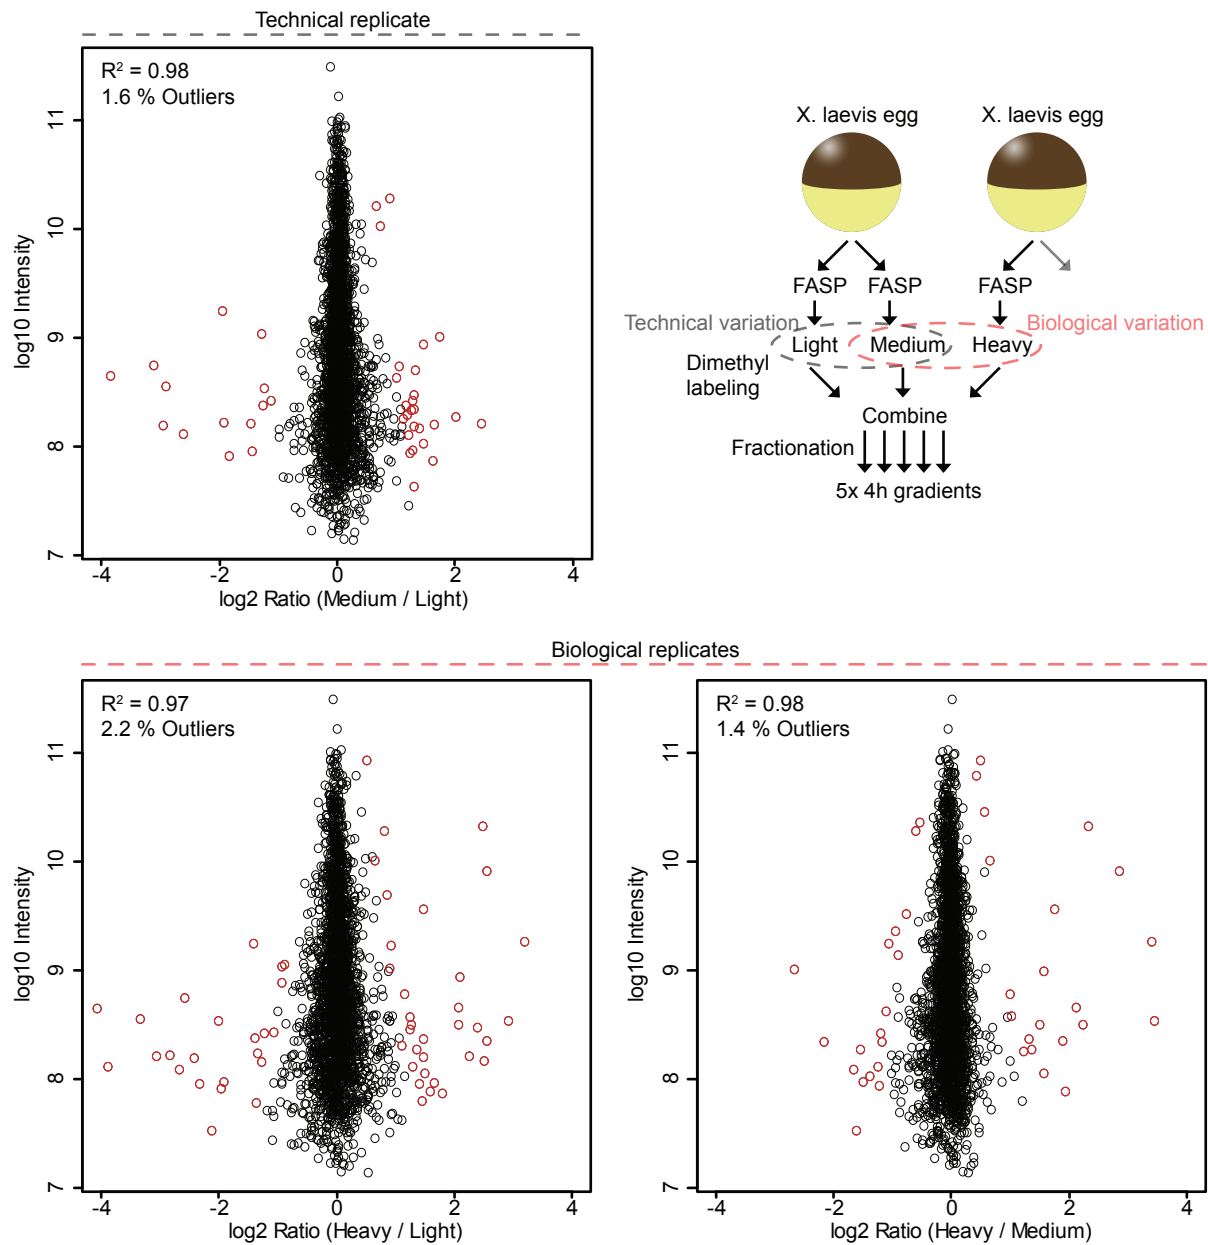

**Figure S2, relative quantitation of single cell proteomes in *Xenopus laevis* eggs using dimethyl labeling.** An overview of the workflow used to detect technical and biological variation in single cell proteomics is presented on the right. The scatterplot for the technical and biological comparisons are depicted, with the ratios on the x-axis and the measured intensities on the y-axis. The significance threshold is calculated using an binned intensity-corrected 1% FDR (50 intensity bins, y-axis).

A

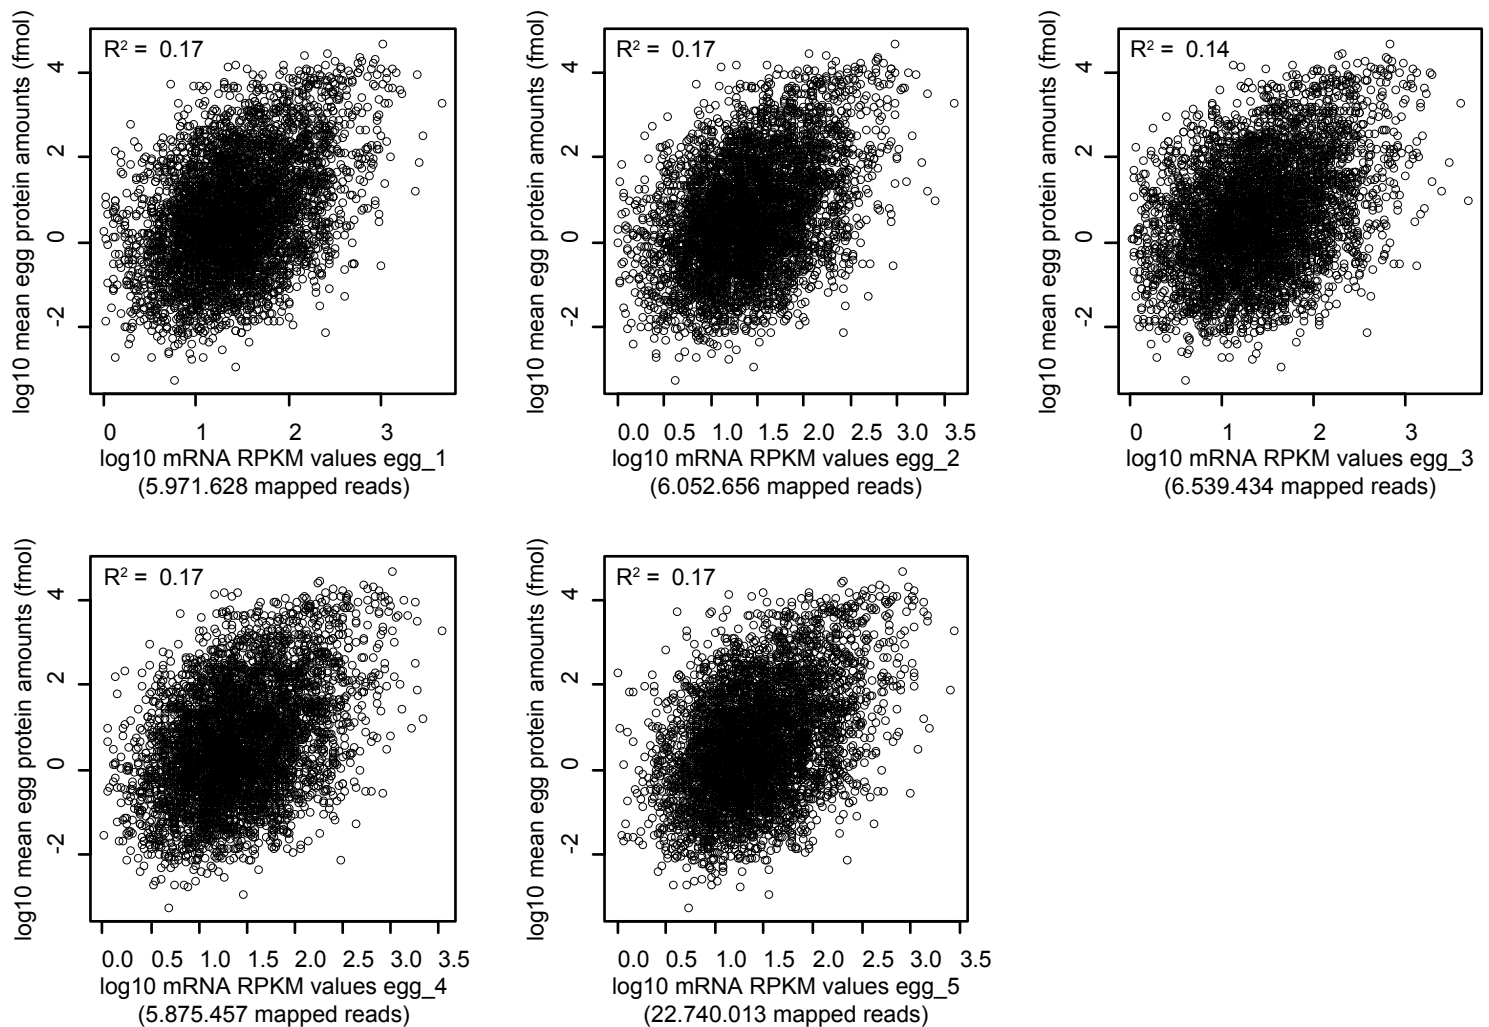

B

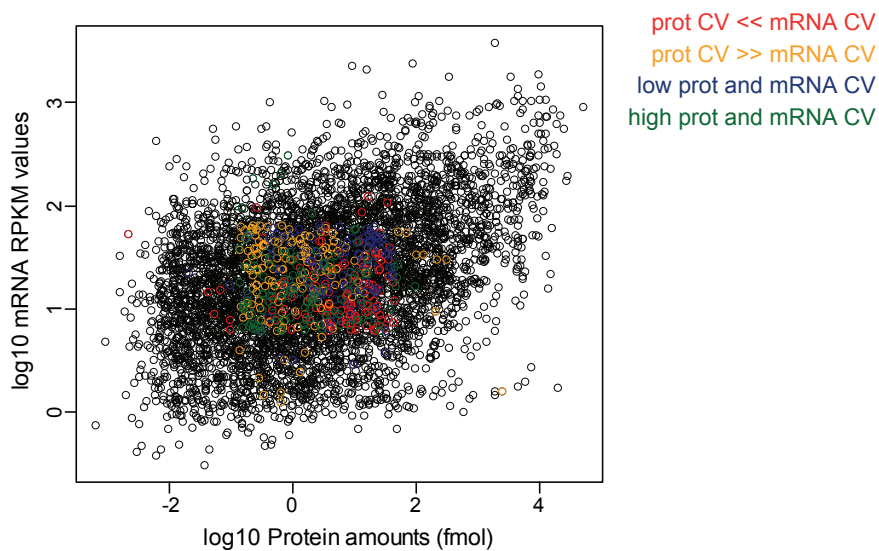

**Figure S3, protein and mRNA abundance correlations of individual eggs, related to Figure 3. (A)** Scatterplots of mRNA levels measured in single eggs against the mean egg protein abundance reveal highly similar protein-mRNA correlations in single cells. **(B)** Scatterplot of the mean mRNA versus the mean protein abundance in which the proteins are depicted from the different protein clusters in Figure 3C.

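Against the paper's mean egg protein amounts, over the 949 genes of the part of Supplementary Table S4 with at least 1 FPKM in every egg, the squared Pearson correlation of log10 FPKM was 0.151 for egg 1, 0.140 for egg 2, 0.103 for egg 3, 0.131 for egg 4 and 0.134 for egg 5. The mean was 0.132. Averaging the 5 eggs before the comparison, as for the mean mRNA level, gave a value within 1 SD of this mean.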

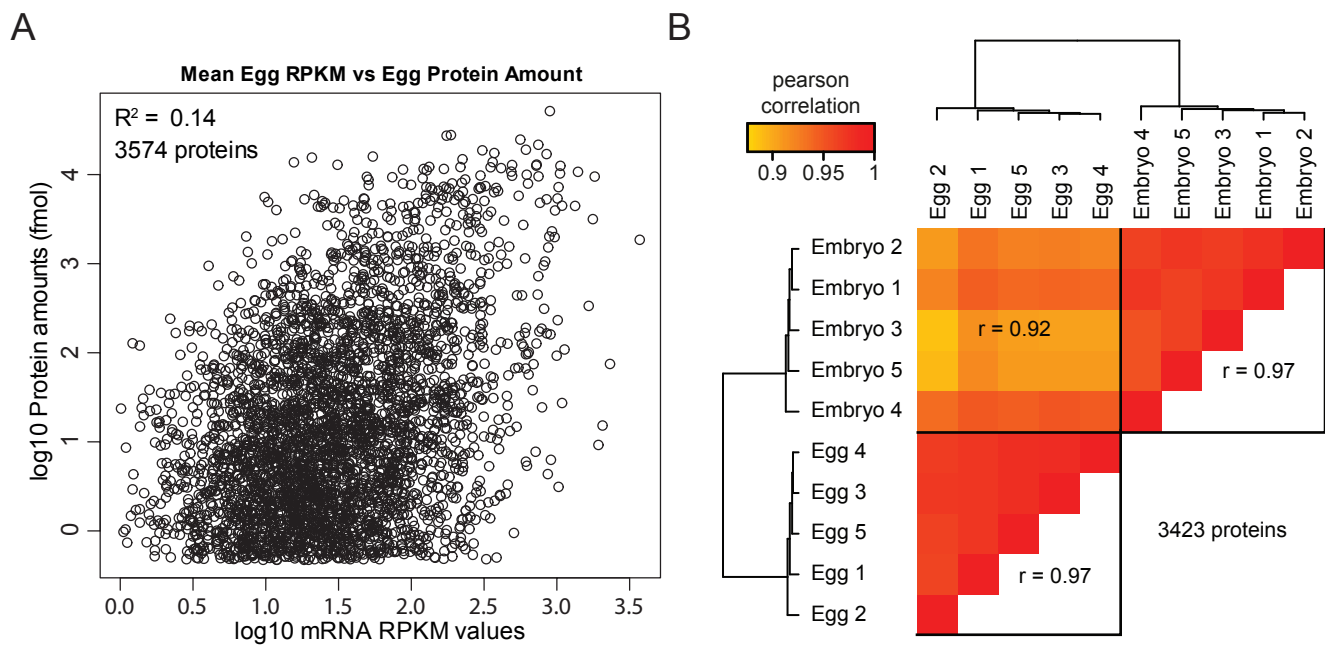

**Figure S4, analysis of a subset of the data containing high abundant proteins (detected UPS2 range) shows highly similar correlations compared with correlations found using the whole dataset (A) Scatterplot of the proteome and transcriptome in the *Xenopus* egg. (B) Correlations between the whole proteomes of single eggs and embryos.**

A

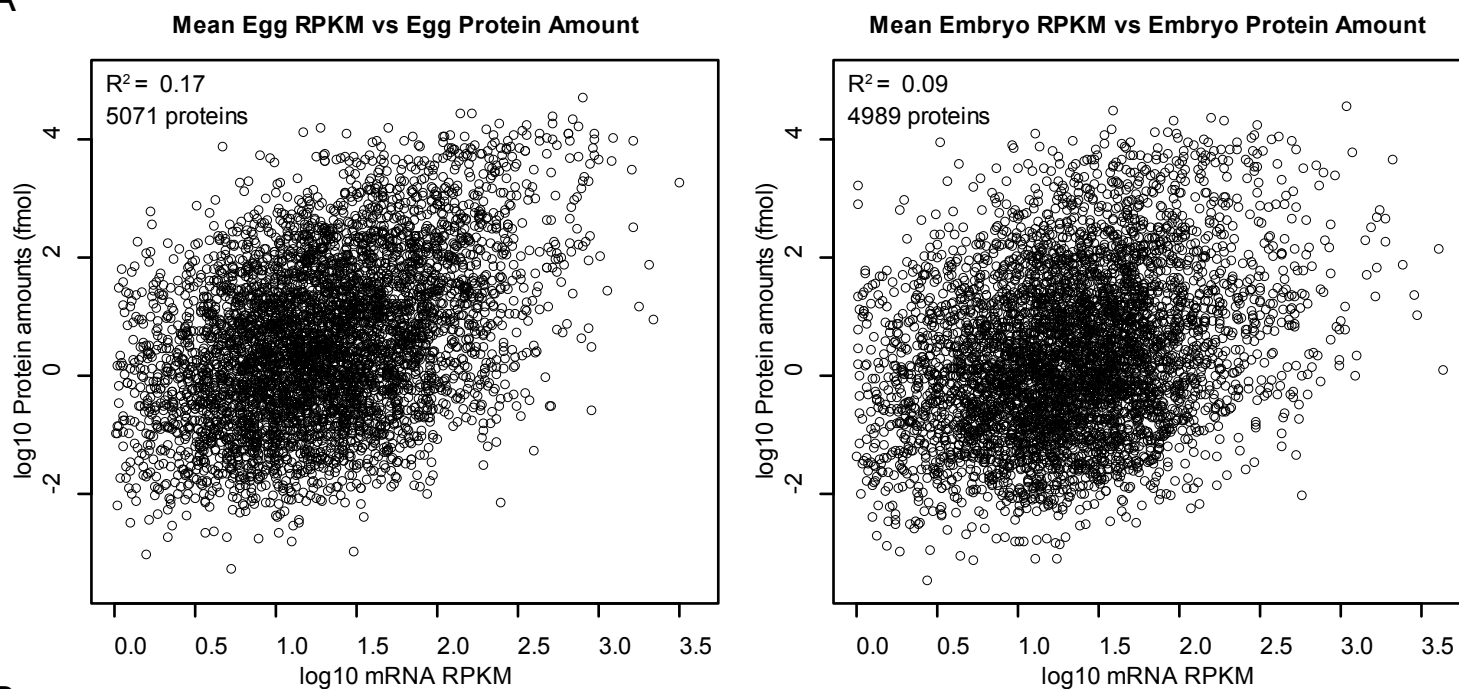

B

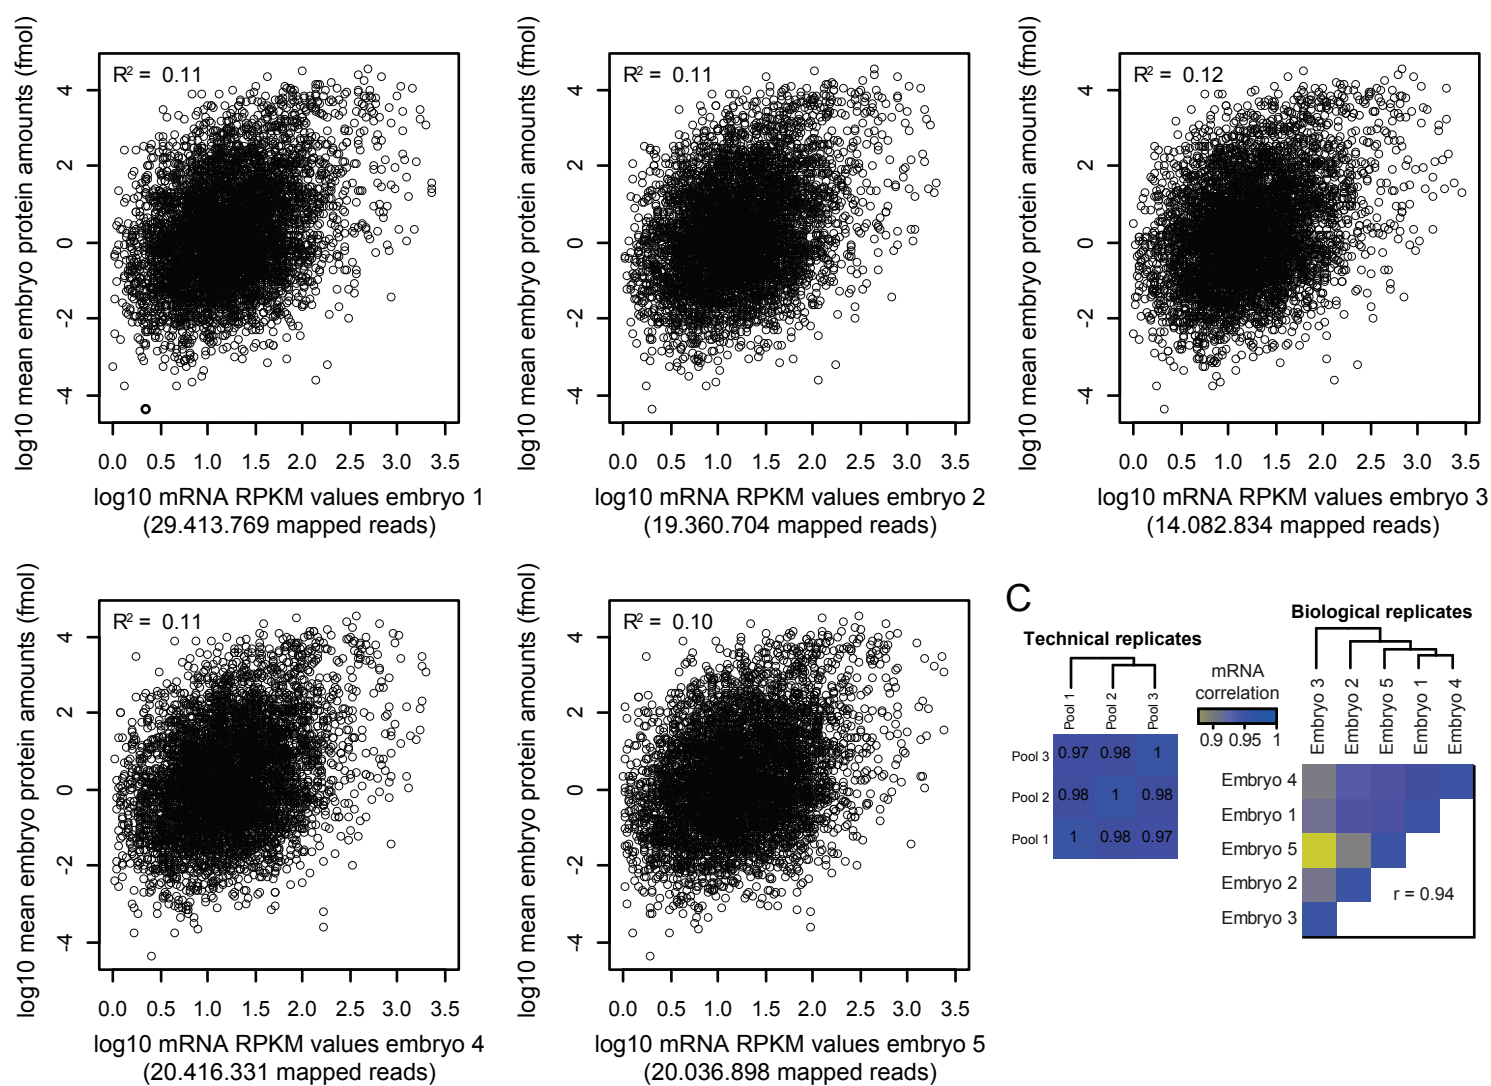

C

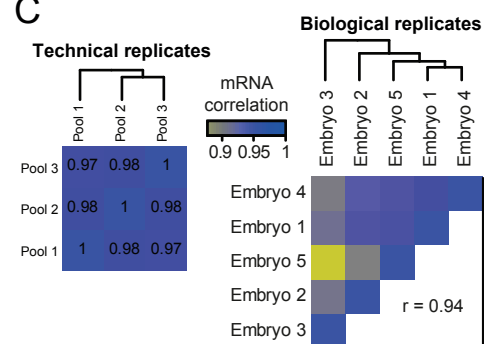

**Figure S5, protein and mRNA abundance correlations of individual embryos (stage 10.5), related to Figure 4. (A)** Scatterplots of mean mRNA versus mean protein abundance for both egg (left) and embryo 10.5 (right) using the catenated RNA-Seq profiles. This analysis reveals that the mRNA-protein abundance correlation is decreasing during the early *Xenopus* embryogenesis. **(B)** Scatterplots of mRNA levels measured in single embryos against the mean embryo protein abundance reveal that the correlations vary on single cell level, which is probably due to lower amounts of mapped reads. **(C)** Correlations between technical and biological transcriptome replicates.

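With the merged, depth-matched profiles in place of the means of 5 libraries, *R*2 of mRNA and the paper's protein amounts was 0.130 in eggs and 0.0846 in embryos, over genes of the same table part.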

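Across 977 genes, the squared Pearson correlation of log10 FPKM with the paper's mean embryo protein amount was 0.0965, 0.0923, 0.105, 0.0884 and 0.0833 in embryos 1 to 5, with a mean of 0.0931 and an SD of 0.0082. The value of embryo 3, the highest, exceeded that of the lowest egg, egg 3 (0.103), so the ranges of the stages overlap. The other eggs, at 0.131 to 0.151, lay above every embryo. The embryo with the most recovered reads on gene models was embryo 1 and the embryo with the fewest was embryo 3.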

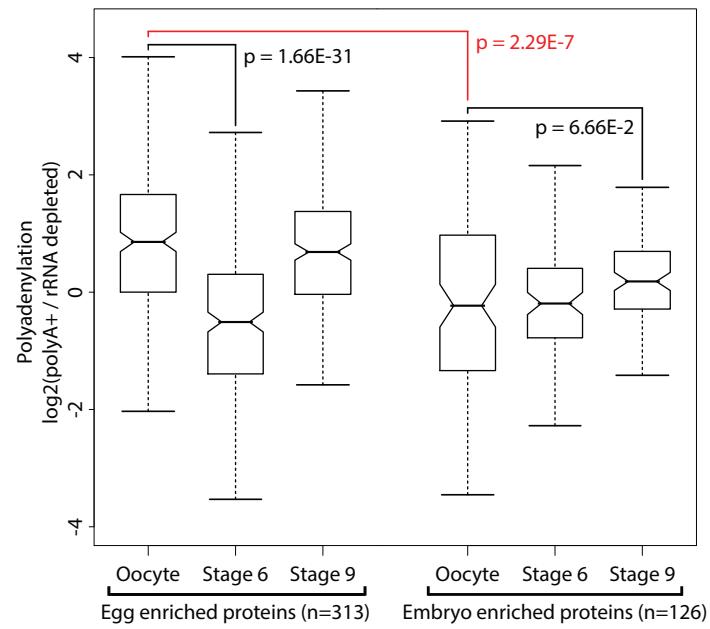

**Figure S6, polyadenylation state for the corresponding transcripts of significant regulated proteins between egg and embryo.** Boxplots of estimated polyadenylation state (polyA enrichment over rRNA depleted ratio) for corresponding transcripts of proteins that are significantly more abundant in eggs (first three boxplots) and embryos (last three boxplots).

How the deposited data were processed for this re-analysis (not part of the article)

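RNA was sequenced from 5 single *X. laevis* eggs, 5 single embryos of stage 10.5 and 3 technical libraries of stage 10.5, as single-end reads of 42 bases after depletion of ribosomal RNA. The authors mapped the reads to version 7.1 of the JGI assembly with gmap and computed transcript abundance with Cufflinks 2.1.1 for 54110 pita gene models. The FPKM values were computed by the authors with Cufflinks, per kilobase of transcript and scaled to the mapped reads, and were used as deposited. Supplementary Table S4 calls the same values RPKM. The table of single libraries has the layout that Cuffdiff writes, and its values appear scaled between libraries, a step that the paper's text does not name. A second table holds the merged profile of each stage, from which the authors had removed reads at random until the stages had similar numbers of mapped reads. The gene model file gives the positions used here. The paper's protein amounts were used from the parts of Supplementary Tables S4 (1073 of 5658 proteins) and S3 (1020 of 1670 proteins) used here. Of the S3 part, 1019 proteins were matched to a gene model. No enrichment or overlap was computed on these parts because they are not random samples. Amounts that the paper imputed for missing values were not told apart from measured ones.

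Depth was recovered from the steps of low FPKM values, since the files hold no read counts. For each library, the step worth 1 read was found from gene models of at least 1500 bases with the effective length for fragments of mean 200 and SD 80 bases, and reads were then summed over gene models. The median per library was 1724112 reads in eggs, 2122338 in embryos and 1088932 in technical libraries. Simulated libraries with known counts were recovered with an error of 0%. The simulation used the same effective lengths, so it tests the search for the step and not the assumed fragment lengths. Whole multiples were checked only on gene models of at least 500 bases. Limits at 0 were set at 3 recovered reads and cover counting error only. Recovered reads changed no FPKM value and entered no limma fit. They set the depth for thinning and for simulated counting noise, the minimum of 100 reads for deeply covered gene models, and the limits at 0.

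Correlations of transcriptomes were Pearson correlations of log10 FPKM over gene models with at least 1 FPKM in every library of the group. mRNA and protein abundance were compared by the squared Pearson correlation of log10 mean FPKM with the mean log10 protein amount, with 2000 bootstrap resamples of genes. The CV was the sample SD divided by the mean, in percent. Gene lists were compared with 10000 random lists of equal size, matched on mean FPKM in 50 bins. Ratios of egg to embryo were taken from the merged profiles, above 0 FPKM in both. On simulated data, correlations were recovered within 0.000108 and CVs within 0.0632 percentage points.

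Eggs and embryos were compared with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1) of 19373 gene models with a mean of at least 1 FPKM over 10 libraries, with empirical Bayes moderation that allows a trend with abundance. Benjamini-Hochberg adjustment covered all gene models tested, and the threshold was an adjusted p under 0.05. A positive log2 change is higher in eggs. Technical libraries were left out because they are not single animals. No replicate block was used, since the study names no pairing. The paper names a single female as the source of the eggs, so the p-values do not cover variation between females. Gene lists were tested with camera (preset correlation 0.01) and fry. The count of calls was compared with 100 of the 126 distinct splits of the 10 libraries into 5 and 5. In data simulated at the observed variances, with 200 of 19373 gene models changed, limma called 69% of changes of 2 log2 units and 25% of changes of 1 log2 unit, and 9 of its 103 calls were false.

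The settings, the gene lists and all alternatives except those named as chosen after seeing the data were fixed before the data were examined. The genes named are those that the paper names beside a transcript measurement or among the proteins of Figure 4, at the gene model that Supplementary Table S4 pairs with the protein. The gene models of zp3 and zpd and a second gene model of zpy1 were taken by name, since the table part used here does not pair them with a protein. Beside them stand the 5 named gene models in each direction with the largest log2 change among those with an adjusted p under 0.05, a mean of at least 10 FPKM and no overlap between eggs and embryos. The 8 lists cover the spliceosome, endocytosis, cell cycle and oocyte meiosis, the zona pellucida genes, early zygotic genes, mitochondrial ribosomal proteins, cytosolic ribosomal proteins and oxidative phosphorylation. The alternatives changed the filter on low values (above 0, at least 5 FPKM, or none), the pseudocount (0.1), the scale, the coefficient, the set of genes, the profile, the scaling between libraries (median of ratios or quantile normalization) and a replicate block, and left out each replicate in turn.

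Alignment, the assembly of gene models and the scaling of FPKM could not be repeated from the files, and the polyadenylation data of Supplementary Figure S6 and the mass spectra were not analysed here. Numerical work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.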

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

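In this part, the centring within length deciles was chosen after seeing the data, and the other tests were chosen before their results were seen. In groups of 5 samples, a sample stood out when its gap to the nearest other sample exceeded Dixon's 95% critical value, as a share of the range. This held in 13 of the 67 groups tested, against 3.35 by chance. The groups are not independent, and they include 5 zona pellucida proteins, a family that the paper names for its high CV. The excess over chance therefore does not hold for groups chosen at random. Egg 2 stood out in 5 of the 13 groups, all in the paper's protein amounts, egg 3 in 4, egg 5 in 2, and egg 1 and embryo 1 in 1 each.

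Egg 5 held 2922935 recovered reads on gene models, with 1781426 in the next egg, and its 5 gene models with the most reads held 34.8% of its reads, against at most 2.81% in another egg. Outside the top gene models, egg 5 held 1905541 reads, within 1.5 times the lowest egg (1463485). Most of its extra reads on gene models therefore lie in these few gene models. In units of 1000000, the axes of Supplementary Figure S3A give 23 mapped reads for egg 5 and 5.9 to 6.5 for the other eggs. This excess is larger than that on gene models, so extra reads of egg 5 also lie outside gene models. Reads outside gene models were not examined here. The top gene models of egg 5 include gmfb (457 bases, 324786 FPKM in egg 5) and an unnamed gene model of 109 bases with 12.0% of the reads. Whole reads were checked only from 500 bases, so the shares of shorter gene models rest on the assumed fragment lengths. The 5 gene models held 0.701% to 1.91% of the reads of the other eggs and 5.75% to 20.7% of the reads of single embryos. A candidate explanation is that reads of an abundant RNA were mapped to several gene models. Over the 8 stage 10.5 libraries, the mean pairwise correlation of the 5 gene models was 0.531, the 94.5th percentile of 10000 random sets of 863 gene models with at least 100 FPKM (median 0.0227), with single pairs from 0.143 to 0.951. The test does not decide, because random sets of gene models reached as high a value in more than 5% of draws. Incomplete depletion of ribosomal RNA in egg 5 was not tested. The mean correlation of egg 5 with the other eggs was 0.911, in the range of the others, and without egg 5 the mean over egg pairs was 0.889. No biological explanation was tested.

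The paper's amounts of zona pellucida proteins in egg 2 were 360.4 fmol (zp2), 623.2 fmol (zp3.2), 470.7 fmol (zp4), 495.3 fmol (zpax) and 260.3 fmol (zpy1), against 0.152 to 4.27 fmol in the other 4 eggs. Of the 15 proteins with a CV above 200% among the 1073 in the table part, 10 were highest in egg 2. The protein CVs of 219.9% to 222.3% in this family rest on egg 2. Without it, the CVs over 4 eggs were 73.4% for zp2, 69.3% for zp3.2, 60.6% for zp4, 32.3% for zpax and 36.9% for zpy1, so those of zp2, zp3.2, zp4 and zpy1 stayed above the median protein CV of 33.8% (over 5 eggs). The paper proposes a difference in the time of the block to sperm entry. Whether egg 2 was at another time, or whether its sample was handled differently, was not tested, since the RNA of that egg was not sequenced.

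The FPKM of egg 3 stood out for zp2 (59.1, next 36.9) and zp3 (279.7, next 158.4). It also had 0.362 FPKM of gdf3:der and 1.29 FPKM of a second id3 gene model, where the other eggs were at 0. Each of these last values is worth 1.00 or 1.01 recovered reads, so they carry no weight. Egg 3 had the lowest mean correlation with the other eggs. Lower depth of egg 3 is argued against by thinning: the other eggs, thinned to its 1505725 reads, correlated with each other at 0.908, still above the 0.871 of egg 3. A trend with transcript length is argued against as well, since egg 3 stayed at 0.868 after removal of each egg's length trend, with 0.895 to 0.915 for the others. Reads shared between gene copies, RNA quality and a real difference between eggs stay open and were not tested, and no condition in the design separates egg 3 from the other eggs. The FPKM of zp3.2 in egg 1 was 150.0, with 114.0 next, and wdr24 in embryo 1 was at 1.01 FPKM, worth 2.33 recovered reads, with 0 in the other embryos. Single values like these are what chance gives at this number of groups.

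The paper does not report a comparison of each mRNA between stages. Of 19373 gene models tested with limma, 4879 were higher in eggs and 6123 higher in embryos at an adjusted p under 0.05, with 3386 and 4813 past 1 log2 unit. The values of eggs and embryos did not overlap in 8090 gene models (41.8%), while chance gives 0.794%. The real split was the only 1 of 100 splits of the 10 libraries to give as many calls. The highest other count was 5, and 85 other splits gave 0 calls. Transcript length as the whole cause is argued against: 10967 calls were made after centring within length deciles, of which 10279 were calls before. Library preparation cannot be told apart from the stage, as 0 libraries of either stage were made with the other stage's kit. Variation between females is not covered either, since the paper names a single female. The early zygotic list, of which 59 of 64 gene models were higher in embryos, bears only on its own genes.

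By the rule for named genes, the largest changes toward embryos were gdf3:der (824.3 ± 158.4 FPKM in embryos, at least 921-fold higher), rrm2b (685.1 FPKM, listed at 0 in every egg), an eif1 gene model of 155 bases (4049 ± 475 FPKM against 54.8 ± 76.2, log2 change -9.14), id3 (546.4 FPKM, listed at 0 in every egg) and the second id3 gene model (504.8 FPKM, at least 159-fold higher). Those toward eggs were mpnd (63.9 ± 8.59 FPKM, listed at 0 in every embryo), psmb7:sdsl (54.9 FPKM, listed at 0 in every embryo), tmsb4x (476.6 ± 221.9 against 12.3 ± 7.73 FPKM, log2 change 5.58), eml2:eml1 (47.0 against 0.451 FPKM, log2 change 5.03) and wdr24 (35.2 ± 14.0 FPKM, at least 12.7-fold higher). Each had an adjusted p under 0.05 from limma in every alternative. The kit limit stated above holds for those outside the early zygotic list, to which both id3 gene models belong. The sizes given for eif1, tmsb4x and eml2:eml1 depend on the pseudocount, since their lower stage included libraries at 0. With a pseudocount of 0.1 they were -11.13, 6.305 and 6.778. The eif1 gene model held 0 to 16.6 recovered reads in eggs.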

How the results depend on the processing

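Alternatives chosen only after the data were seen are named as such. Of 290 alternatives run for the main results, 250 left the value the same. This means within its spread, within 1.5 times a count, or on the same side of a threshold. A wide spread makes this rule lenient. For the cell cycle and oocyte meiosis list the spread was 42.5 percentile points, so 1.73 and 57.8 counted as the same as 31.0. For the 28 named genes, 424 of 448 alternatives gave the same call. In the others, 19 calls were lost (all for ccna2 or zpy1), 3 were gained (gtf2a1 and zpax) and 2 reversed (hells). For the mRNA CV of the zona pellucida genes, 5 of 48 alternatives moved the value.

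Over gene models above 0 FPKM in every library, the mean correlation was 0.857 in eggs, 0.905 in embryos and 0.867 in technical libraries. With untransformed FPKM it was 0.981, 0.854 and 0.947, which reverses the order of eggs and embryos and places the eggs above the technical libraries. Without a filter and with log10(FPKM + 1), it was 0.934 in eggs and 0.939 in technical libraries. The technical libraries also moved to 0.912 with a pseudocount of 0.1, below the 0.919 of the eggs, and to 0.937 at 5 FPKM or more and 0.908 with Spearman's rho. Leaving out each library gave 0.887 to 0.913 in eggs, 0.929 to 0.947 in embryos and 0.920 to 0.936 in technical libraries. Beyond the gene models that each filter admits, the cause was not tested.

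*R*2 of mRNA and protein in eggs was 0.238 for proteins not called regulated and 0.197 with the amounts of Supplementary Table S3, an alternative chosen after seeing the data. In embryos, it was 0.132 for proteins not called regulated, 0.0846 with the merged profile, 0.0768 as a squared Spearman correlation and 0.0645 for proteins of at least 0.5 fmol. The cause was not tested.

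The median mRNA CV in eggs was 33.6% for gene models above 0 FPKM and 25.3% for those with at least 5 FPKM, and 25.9% to 30.9% across the 5 fits that each left out an egg, lowest without egg 3. The highest CV was 123.8% within the part of Supplementary Table S4, which holds fewer gene models, and 141.2% to 197.0% with an egg left out, lowest without egg 5. The lowest CV was 0.206% to 1.52% with an egg left out. *R*2 of mRNA and protein CVs was 0.00219 with untransformed CVs and 0.00347 to 0.0140 with an egg left out. The percentile of the spliceosome list was 17.3 to 87.8 with an egg left out (lowest without egg 3) and that of the endocytosis list 60.7 to 89.2, and the latter was 79.1 for gene models above 0 FPKM. The percentile of the cell cycle and oocyte meiosis list was 1.73 to 57.8, lowest without egg 3. The cause was not tested.

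For the ratios of egg-enriched proteins, *R*2 was 0.00128 as a squared Spearman correlation. For embryo-enriched proteins it was 0.0483 as a squared Spearman correlation, 0.0818 with at least 1 FPKM in both stages and 0.101 with log10(FPKM + 1). The merged profiles have no library to leave out, so that alternative used the means of the libraries. With the means of 5 eggs and 5 embryos, *R*2 was 4.59e-07 for egg-enriched and 0.0972 for embryo-enriched proteins, and with a library left out of the means it was 1.50e-06 to 4.88e-05 and 0.0943 to 0.101, both highest without embryo 5. All these values leave most of the variance in protein ratios unexplained.

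The counts of gene models higher in eggs and in embryos stayed within 1.5 times the reported counts in every alternative. With the replicate number as a replicate block, they were 4676 and 5985. The files give no sign that the numbers pair eggs with embryos, since deviations of same-numbered libraries correlated between -0.0179 and 0.0442. Quantile normalization gave 6126 and 5293 and turned the larger side toward eggs. It moved the median log2 change of all gene models from -0.12 to 0.11, and length deciles, chosen after seeing the data, moved it to near 0 with 5434 and 5533 calls. The share of calls in each direction therefore depends on the scaling. Of the 11002 calls, 10129 were shared under quantile normalization and 10352 with the replicate block. With a library left out, the counts were 4453 to 5070 and 5514 to 6253. Counts of egg-enriched proteins with mRNA higher in eggs stayed at 132 to 143, and those of embryo-enriched proteins with mRNA higher in embryos at 53 to 60, with a library left out. The difference of medians between these groups was 0.87 to 1.05 over all its alternatives.

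The hells mRNA reversed to -0.21 without egg 3 and -0.33 without embryo 3, in a range from -0.33 to 0.55 with a library left out, at 1.01 to 20.2 recovered reads per library, a depth at which no direction can be given. The adjusted p of ccna2 exceeded 0.05 in 12 alternatives, among them the replicate block (0.0685), with a range up to 0.0996. The adjusted p of zpy1 exceeded 0.05 in 7 alternatives, up to 0.0727. The call for gtf2a1 was gained without egg 1 (adjusted p = 0.0327, limma), and that for zpax without egg 3 (-0.57) and without embryo 2 (-0.55). Depth limits the technical libraries most, where gene models with at least 1 FPKM had a median of 10.0 to 16.0 reads.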

Differences from the paper's values

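The mean correlation between technical libraries was 0.927, against the paper's 0.97. None of the alternatives set before the data were examined closed the gap. The nearest was the correlation of untransformed FPKM, with 0.947, and the others gave 0.867 to 0.939.

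The paper states that technical replicates correlated more than single eggs and more than single embryos. Here the technical mean lay above the mean of the eggs (0.898) and below that of the embryos (0.938). Among the alternatives, it lay above the embryos with untransformed FPKM (0.854 in embryos) and at 5 FPKM or more (0.937 against 0.932), and above embryos thinned to the median reads of the technical libraries (0.922), an alternative chosen after seeing the data. It lay below the eggs with untransformed FPKM (0.981 in eggs) and with log10(FPKM + 0.1) and no filter (0.912 against 0.919).

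The paper states that splicing genes have low mRNA variation. Here the median mRNA CV of a spliceosome list was at the 88.4th percentile of random lists, and at the 17.3th percentile without egg 3. For cell cycle and oocyte meiosis genes, which the paper describes as tightly controlled at the mRNA level, the percentile was 31.0, 1.73 without egg 3 and 57.8 without egg 4. For endocytosis genes, which the paper describes as noisier at the mRNA level, the percentile was 55.9, and 60.7 to 89.2 with an egg left out. The paper's groups were selected by their CVs, and the lists here were not.

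The paper describes the mRNA of the sperm receptors, zpy1 among them, as tightly regulated. The zpy1 gene model of the protein table had an mRNA CV of 58.8%, the 93.4th percentile of gene models of similar abundance, and 41.6% without egg 3. The zp3 gene model was at the 84.8th percentile, with a CV of 35.4%, and 8.19% without egg 3.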

Other observations

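In this part, the tests of the depth of embryo libraries and of the range of protein ratios were chosen only after the result was seen, and the thinning of embryos to the depth of the technical libraries was chosen after seeing the data.

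The technical libraries correlated less than single embryos (0.927 against 0.938). Their lower depth on gene models is a candidate explanation. Single embryos thinned to the median reads of the technical libraries correlated at 0.922. Sets of 3 thinned embryos correlated at 0.905 to 0.937, a range that includes the technical mean. Among gene models with at least 100 reads in every library, where the sets of gene models and the numbers of libraries differ between the groups, the median CV was lower in technical libraries than in embryos (12.5% against 18.9%). With counting noise alone, simulated libraries correlated at 0.948 (technical), 0.972 (embryos) and 0.983 (eggs). Whether the technical libraries share the same RNA is not named in the paper's text. No biological explanation was tested.

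Embryo libraries listed more gene models above 0 FPKM (23045 to 26843) than egg libraries (17637 to 21752). Depth as the whole cause is argued against, since at 1366779 reads each, embryos listed 22814 to 23578 and eggs 17474 to 20717. There were 1196 gene models at 0 in every egg and above 0 in every embryo, 35.8% of them unnamed, with a median of 1.88 FPKM, and 70 with the reverse pattern. Zygotic transcription and the other library kit both stay open, as stage and kit cannot be told apart.

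The median mRNA CV of eggs was 29.8%, against 10.8% in simulations with counting noise only, so counting does not account for all of it. Among gene models with at least 100 reads in every library, the observed and simulated medians were 19.2% and 5.53% in eggs (2832 gene models), 18.9% and 4.97% in embryos (1692), and 12.5% and 5.23% in technical libraries (708). The libraries of eggs have no technical replicates, so preparation noise in eggs was not measured, and it cannot be told apart from differences between eggs.

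Counting noise might hide a relation between mRNA and protein CVs. Among the 330 genes with at least 100 recovered reads in every egg, *R*2 was 0.0347, against 0.0113 over all 949 genes. The rise is in the direction that counting noise would give, so a part for it stays open. The value was still near 0, which argues against counting noise as the whole reason. The eggs used for RNA are not the eggs used for protein, so the CVs can be compared only across genes.

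Within the directions of protein change, mRNA and protein ratios showed little relation in egg-enriched proteins (*R*2 6.54e-06) and a weak relation in embryo-enriched proteins (0.0926). Over both directions together (427 genes, merged profiles), *R*2 was 0.118 (*r* = 0.344). Pooling classes of opposite protein change carries the gap between their median mRNA ratios into this value, so it does not test whether a restricted range within a direction lowers the correlation, and that explanation stays open. The real split of libraries was the only 1 of 100 to give as many egg-enriched proteins with mRNA higher in eggs. The same held for embryo-enriched proteins with mRNA higher in embryos. No other split gave more than 5 calls over all gene models, so any list with more calls would have passed. The splits therefore do not test whether mRNA follows the direction of the protein. Library preparation stays open for both counts. At the gene models paired with the proteins, gtf2e1 and gtf2e2 mRNA was higher in eggs in every alternative run, opposite to the proteins. Other gene models of these names were not part of that comparison.

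Pairs of gene models with the same name changed alike between stages. Over 2528 pairs, the log2 changes correlated at 0.607, against at most 0.0555 in 200 draws of random pairs. Where both were called, 850 of 942 pairs (90.2%) moved in the same direction and 92 in opposite directions. Reads shared between copies are a candidate explanation: deviations of single libraries from their stage mean correlated at 0.187 within pairs, against -0.00676 to 0.0226 in 95% of random draws. Common regulation of the copies would give the same pattern and was not tested.

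Changes of the gene lists were measured relative to the median of all gene models, because quantile normalization moved that median by 0.23. Oxidative phosphorylation genes (105 gene models) were higher in eggs by a median log2 change of 1.45 (camera adjusted p = 2.50e-13, 8.52e-11 at most over 18 settings), with 70 gene models higher in eggs and 4 in embryos, and 2 of 100 splits of the libraries gave a camera p as small, the real one included. Mitochondrial ribosomal protein genes (79) were higher in eggs by 0.62 (camera adjusted p = 0.00140, 0.0107 at most), with 32 higher in eggs and 12 in embryos, but 27 of 100 splits gave a camera p as small. Cytosolic ribosomal protein genes (106) were higher in eggs by 0.54 (camera adjusted p = 0.00339, 0.0205 at most), with 51 and 27, and 28 of 100 splits gave a camera p as small. For the ribosomal lists, these counts of splits do not decide whether the camera p is tied to the stage. Every other split has unequal numbers of eggs and embryos on each side, because the libraries of a stage are odd in number. Such a split keeps part of any stage difference and can give a small camera p as well. Early zygotic genes (64) were higher in embryos, with a median of -4.19 (camera adjusted p = 6.88e-28, 9.64e-24 at most), and only the real split, 1 of 100, gave a camera p as small. With gene models at the 3-read limit set to their bound, the medians before subtraction of the median of all gene models were 1.21 for oxidative phosphorylation, 0.41 for cytosolic ribosomal and -4.49 for early zygotic genes. Under fry, the adjusted p stayed under 0.05 in every setting for all lists except the cytosolic ribosomal list, which reached 0.0608. Under every scaling the lists kept their directions, with 1.35, 0.48, 0.44 and -4.16 in this order under quantile normalization. For proteins lower in embryos, the paper names GO terms for mitochondrial function and the mrpl family. The overlap of those proteins with these lists was not computed. The stage and kit stay confounded for mRNA.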
